# Orai inhibition modulates pulmonary ILC2 metabolism and alleviates airway hyperreactivity in murine and humanized models

**DOI:** 10.1038/s41467-023-41065-4

**Published:** 2023-09-26

**Authors:** Emily Howard, Benjamin P. Hurrell, Doumet Georges Helou, Pedram Shafiei-Jahani, Spyridon Hasiakos, Jacob Painter, Sonal Srikanth, Yousang Gwack, Omid Akbari

**Keywords:** Innate lymphoid cells, Asthma, Inflammation, Inflammatory diseases

## Abstract

Ca^2+^ entry via Ca^2+^ release-activated Ca^2+^ (CRAC) channels is a predominant mechanism of intracellular Ca^2+^ elevation in immune cells. Here we show the immunoregulatory role of CRAC channel components Orai1 and Orai2 in Group 2 innate lymphoid cells (ILC2s), that play crucial roles in the induction of type 2 inflammation. We find that blocking or genetic ablation of Orai1 and Orai2 downregulates ILC2 effector function and cytokine production, consequently ameliorating the development of ILC2-mediated airway inflammation in multiple murine models. Mechanistically, ILC2 metabolic and mitochondrial homeostasis are inhibited and lead to the upregulation of reactive oxygen species production. We confirm our findings in human ILC2s, as blocking Orai1 and Orai2 prevents the development of airway hyperreactivity in humanized mice. Our findings have a broad impact on the basic understanding of Ca^2+^ signaling in ILC2 biology, providing potential insights into the development of therapies for the treatment of allergic and atopic inflammatory diseases.

## Abstract (web summary)

The regulation and intracellular transport of Ca^2+^ in immune cells involves Ca^2+^ release-activated Ca^2+^ (CRAC) channels. Here the authors show targeting CRAC components Orai1 and Orai2 modulates pulmonary ILC2 cells altering their metabolism, function and is linked to alleviation of immunopathology in a murine model of allergic airway disease.

## Introduction

Group 2 innate lymphoid cells (ILC2s) are innate immune cells that are rapidly activated by epithelium alarmins, namely thymic stromal lymphopoietin (TSLP), interleukin (IL)-25 and IL-33^1^. ILC2s are the dominant innate lymphoid cell population in the lungs at steady state and upon activation their release of type-2 cytokines, predominately IL-5 and IL-13, is a central driver in responding eosinophil infiltration and the development of airway hyperreactivity independent of adaptive immunity^2^. Their non-redundant role in the lung is uniquely pro-inflammatory due to their positional niche after allergen challenge. At steady state, ILC2s occupy the peripheral and central sites of the lung, but cluster at the airway epithelium and alveolar space upon airway inflammation^3^. This allows the cells to be the first responders to allergens that enter the system, driving eosinophilia, increased goblet cell activation and mucus production^4^.

Due to their crucial role in the development of inflammation associated with allergic asthma, delineating the intracellular signaling and cellular mechanisms that drive ILC2 effector functions is critical for potential modulation and immunoregulatory control^5^. We and others have shown that CRAC (Ca^2+^ release-activated Ca^2+^) channels represent a primary mode of extracellular Ca^2+^ entry in a variety of immune cells including T cells and mast cells that play an essential role in immune cell proliferation, activation, and basic effector function^6–10^. Three Orai proteins have been previously described as major subunits forming the CRAC channels^11^. Recently, it has been shown that Orai1 and Orai2 can form heterotrimeric CRAC channels, and that inhibition of both subunits will severely affect neutrophil and mast cell function^11,12^. During an immune response, depletion of the endoplasmic reticulum (ER) Ca^2+^ stores activates ER-resident protein Stromal Interaction Molecule 1 (STIM1) to gate Orai channels on the plasma membrane, allowing for the initiation of the store-operated Ca^2+^ entry (SOCE), a major mechanism utilized by non-excitable cells to raise intracellular Ca^2+^ concentration^13^. Despite the well documented importance of CRAC channels in immune effector function, the mechanisms by which they are regulated and their role in pathogenic ILC2s, specifically in the context of the development of allergic airway inflammation remains unresolved.

Recently, our group and others have detailed the importance of metabolism and mitochondrial health in ILC2 effector function^14–16^. It has been previously demonstrated that cytokine IL-5 and IL-13 secretion by pathogenic ILC2s is dictated by the utilization of fatty acid oxidation (FAO) to generate ATP^14,15^. In the absence of FA or if the pathway is defective in a way that limits ATP generation, ILC2s will metabolically adapt to utilize glycolysis^15^. Emerging evidence demonstrates that Ca^2+^ entry via the CRAC channels may play a vital role in metabolism. Impairments in Ca^2+^ exchange have been shown to lead to high alterations in the metabolism of neurons in models of Alzheimer’s Disease^17^. Previously it has been shown in CD4 + Th17 cells that deletion of STIM1 and STIM2 severely affected mitochondrial and metabolic health, resulting in altered inner mitochondrial membrane architecture and reduced immune cell effector function^18^. Vaeth et al. recently documented the necessity of STIM1 for functional oxidative phosphorylation (OXPHOS) and glycolysis in non-pathogenic Th17 cells, while pathogenic Th17 cells operate glycolysis independent of Orai or CRAC channels^6^. While it is clear that metabolism has a critical role in ILC2 activation, currently the relationship between Ca^2+^ entry in ILC2s and metabolism, if any, has yet to be explored.

In this study, we show that Orai1 and Orai2 are expressed on ILC2s, and that inhibition of the channels result in an amelioration of the development of humanized ILC2-dependent airway hyperreactivity (AHR). We demonstrate that blocking the Orai channels downregulate both the FAO/OXPHOS and glycolysis in murine proinflammatory ILC2s. Further the mitochondrion is significantly affected, resulting in a downregulation of the mitochondrial electron transport chain and an upregulation in reactive oxygen species (ROS) through an uncoupling of the mitochondrial electron transport chain. We confirmed our findings in human ILC2s, as blocking Orai1 and Orai2 prevented the development of airway hyperreactivity in humanized mice. Together, our findings give further insight into the fundamental biology of ILC2s, opening avenues into potential downstream targets that may be pharmacologically manipulated to specifically modulate human ILC2s for the treatment of a broad array of inflammatory diseases. Specifically, our study can have a direct translational impact on development of improved therapies for allergic asthma.

## Results

### Calcium channels Orai1 and Orai2 are expressed on murine pulmonary ILC2s and are upregulated by IL-33 activation

The study of calcium channels in autoimmune and allergic diseases has recently gained therapeutic interest. Here we have studied the pro-inflammatory role of calcium channels Orai1 and Orai2 in eosinophilic asthma mouse models. The role of the Ca^2+^-calcineurin-NFAT pathway is well defined in immune cells, but the mechanism on how Ca^2+^ ions enter cells and its downstream effect on the cell health and survival has only recently begun to be understood. It has been previously demonstrated that immune cells largely express Orai1, and that mucosal tissues including the lung tend to express high levels of Orai2^12^. To investigate whether pulmonary ILC2s express the Orai channel isoforms, we first performed RNA-sequencing on FACs-sorted ILC2s activated with recombinant mouse (rm)IL-33 (Fig. 1A). *Orai1* and *Orai2* are highly expressed in activated murine ILC2s, while *Orai3* demonstrated basal expression comparatively (Fig. 1A). We then took advantage of publicly available single-cell RNA sequencing (scRNA-seq) for naive vs IL-33 activated pulmonary ILC2s to further investigate the individual cell expression of *Orai1* and *Orai2* (Fig. 1B). Gene counts for *Orai1* and *Orai2* isoforms were elevated in both naive and IL-33 induced ILC2s, suggesting these channels may play an important role in Ca^2+^ entry in pulmonary ILC2s. To explore the expression of the channel in vivo, we challenged mice for three consecutive days with recombinant mouse (rm)IL-33 and assessed expression level of the proteins in pulmonary ILC2s by flow cytometry on day four. Our data demonstrate that activated pulmonary ILC2s express significant levels of Orai1 and Orai2 (Fig. 1C, D). Interestingly, naive ILC2s expressed basal levels of Orai1 and Orai2, though IL-33 activation further enhanced the expression, especially of Orai1. The results indicated that Orai1 and Orai2 are expressed on activated pulmonary ILC2s and may play a role in the development of airway hyperreactivity.

**Fig. 1:**
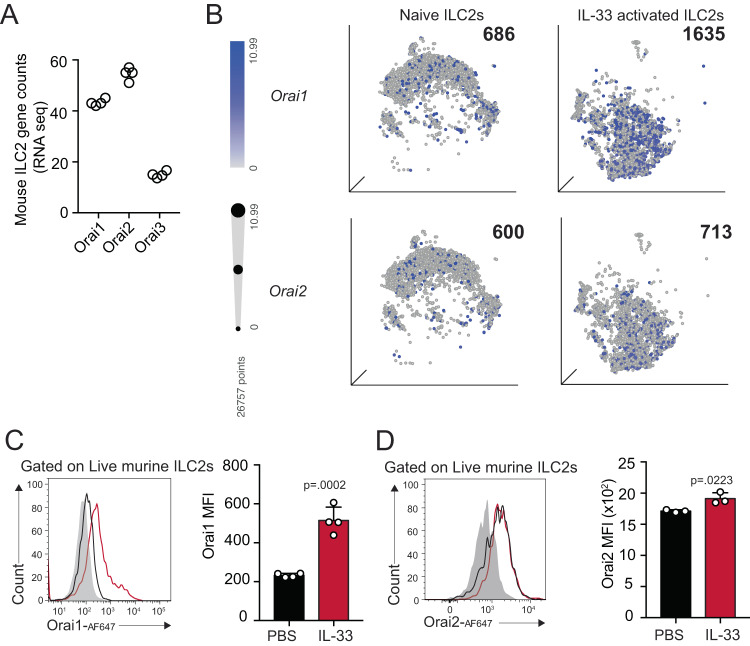
Murine pulmonary ILC2s express calcium release activated calcium channels Orai1 and Orai2. **A** *Orai1, Orai2, Orai3* expression in FACs-sorted IL-33 activated pulmonary murine ILC2s by bulk RNA-sequencing. **B** *Orai1* and *Orai2* gene expression level in naive and IL-33 activated ILC2s by single-cell RNA sequencing. Bolded number represents the quantification of the number of expressing ILC2s (blue dots) in each plot. **C** Representative flow cytometry histogram of Orai1 expression on murine ILC2s with and without IL-33 stimulation in vivo and corresponding quantification presented as mean ± SEM. *n*  =  4 biologically independent samples. **D** Representative flow cytometry histogram of Orai2 expression on murine ILC2s with and without IL-33 stimulation in vivo and corresponding quantification presented as mean ± SEM. *n*  =  3 biologically independent samples. Data are representative of two independent experiments and are presented as means ± SEM. Source data are provided as a Source data file. A two-tailed Student’s *t* test for unpaired data were applied for comparisons between two groups.

### Blocking Orai channels on pulmonary ILC2s downregulates pro-inflammatory effector function

In order to determine the role of the expressed Orai channels in ILC2 effector function, we next aimed at determining the most efficient and specific pan-Orai inhibitor on ILC2s. Previously, using a chemical library screen, we identified compound 5D, N-[2,2,2-trichloro-1-(2-naphthylamino)ethyl]−2-furamide, that effectively blocks all Orai channels indiscriminately with an IC50 value of 195 nM in blocking SOCE in primary T cells^19^. Biologically, we have previously shown that 5D efficiently suppressed effector T-cell function and IL-2 production, suggesting that it is a potent tool to study the function of Orai channels in the context of functional immune cells^19^. Given the essential role of ILC2s in the pathology of allergic asthma and their dynamic expression of Orai channels, we examined the effect of 5D on ILC2-mediated airway inflammation. To ensure 5D does indeed block Ca^2+^ entry in pulmonary ILC2s, activated ILC2s were FACS-sorted and cultured with survival cytokines recombinant mouse (rm)IL-2 and IL-7 overnight. After 18 h, cells were loaded with Fluo-8 AM and pretreated with thapsigargin to deplete the intracellular Ca^2+^ stores. Fluorescence of the Ca^2+^ entry detected by the stain was then measured by flow cytometry before and after calcium and the inhibitor 5D addition. SOCE measurement with and without addition of compound 5D showed a strong reduction in the presence of compound 5D (Fig. 2A). To further investigate the effect of blocking Ca^2+^ in ILC2s, we examined the function of ILC2s after treatment with compound 5D in vitro (Fig. 2B). Briefly, pulmonary naive ILC2s were FACS-sorted and cultured in cRPMI for 24 h with 5D or the vehicle. After 24 h, IL-33 or saline were added to the culture for an additional 48 h. Titration of compound 5D determined that 5μM was the most effective dose with the lowest effect on viability (Figure S2A). ILC2s cultured with 5D demonstrated lower levels of proliferation marker Ki67 (Fig. 2C), as well as reduction in secreted proinflammatory cytokines, including IL-5 and IL-13 (Figs. 2D, S2B) compared to the vehicle control. Intracellular IL-5 and IL-13 levels were also lower in cells cultured with 5D, further suggesting an important role of SOCE in ILC2 pro-inflammatory effector function (Fig. 2E, Figure S2C). To confirm our findings, we generated *Orai1*^*fl/fl*^; *UBC-Cre/ERT2* and *Orai1*^*fl/fl*^; *Orai2*^*−/−*^; *UBC-Cre/ERT2* mice as described in the Methods and validation was performed to confirm the *Orai2* deletion (Figure S1). We first sorted naive pulmonary ILC2s from control, *Orai1*^*fl/fl*^; *UBC-Cre/ERT2* and *Orai1*^*fl/fl*^; *Orai2*^*−/−*^; *UBC-Cre/ERT2* mice. Animals of all genotypes had similar number of ILC2s in the lungs at steady state (Figure S2D). Cells were then cultured with IL-33 to induce expansion. Further, cells were treated with 4-hydroxy tamoxifen (4-OHT) in vitro, to induce Orai1 deletion. After expansion, supernatant and intracellular cytokines were measured by ELISA and flow cytometry respectively (Fig. 2F, G). And indeed, major effector function cytokines secreted from ILC2s, including IL-5, IL-13, as well as IL-9, IL-6 are downregulated by the deletion of Orai channels (Figs. 2F, S2E). Orai1 deletion further downregulates cytokine production, though deletion of both Orai channels has a greater effect both at the supernatant level and intracellularly (Figs. 2F, G, S2F). Proliferation is also decreased after deletion, while viability is only slightly affected after tamoxifen addition (Figure S2G, H). Together, our findings provide strong evidence that blocking Ca^2+^ entry specifically through Orai channels play a crucial and previously underrecognized role in the development of effector function of ILC2s.

**Fig. 2:**
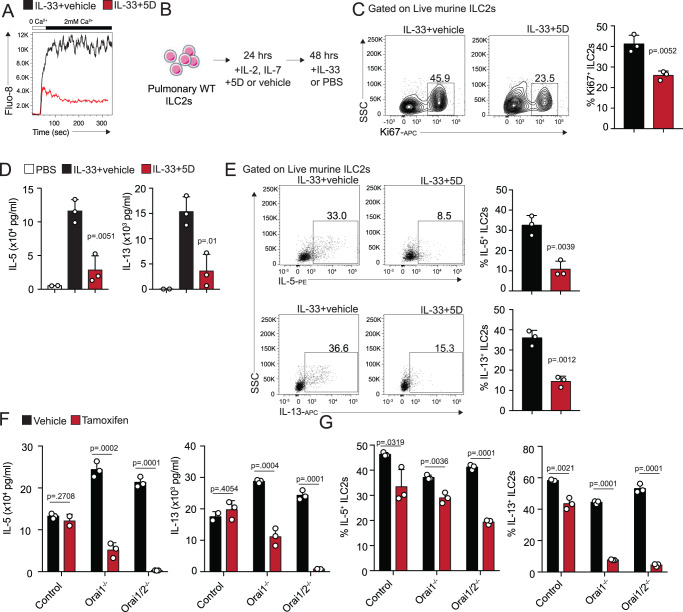
Pulmonary ILC2 effector function is dependent on Orai1 and Orai2. **A** Block of endogenous SOCE in FACS-sorted pulmonary ILC2s after exposure to compound 5D measured by flow cytometry. Cells were pretreated with thapsigargin to deplete the intracellular Ca^2+^ stores before addition of Ca^2+^ and 5D exposure. **B** FACS-sorted pulmonary murine ILC2s were cultured for 24 h with survival cytokines rmIL-2, rmIL-7 and with rmIL-33 or PBS control for 24 h. 5D or the vehicle control were then added to the wells for an additional 48 h. **C** After 48 h, cells were collected and Ki67 as a measure of proliferation was assessed and quantified by flow cytometry presented as mean ± SEM. *n*  =  3 biologically independent samples. **D** Supernatant was collected and secreted cytokines were measured by Legendplex (S2A). Presented as mean ± SEM. *n*  =  3 biologically independent samples. **E** Representative flow cytometry plots of IL-5^+^ and IL-13^+^ ILC2s from ILC2s cultured with 5D or the vehicle and corresponding quantitation presented as mean ± SEM. *n*  =  3 biologically independent samples. **F** Pulmonary ILC2s were sorted from wild-type (WT), *Orai1*^−/−^ and *Orai1/2*^−/−^ mice and cultured with and without tamoxifen for 48 h. Cells were collected, counted, and cultured for an additional 48 h. Supernatant was collected and proinflammatory cytokines were measured by Legendplex (S2B). Presented as mean ± SEM. *n*  =  3 biologically independent samples. **G** ILC2s were collected, and intracellular IL-5 and IL-13 production was measured and quantified by flow cytometry (S2C). Presented as mean ± SEM. *n*  =  3 biologically independent samples. Data are representative of 2 independent experiments and are presented as means ± SEM. Source data are provided as a Source data file. A two-tailed Student’s *t* test for unpaired data was applied for comparisons between two groups except for multi-group comparisons where Tukey’s multiple comparison one-way ANOVA tests were used. ILC2 cell image designed with Servier Medical Art.

### Inhibiting Orai channels affects the transcriptomic landscape of pro-inflammatory pulmonary ILC2s

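Compound 5D is a small molecule that blocks the Orai channels, through which calcium enters a cell once its internal stores are empty. RNA was sequenced from lung ILC2s of BALB/c mice, activated ex vivo with IL-33, in 2 libraries of vehicle-treated cells and 2 libraries of 5D-treated cells. The paper gives a culture time of 24 h and 10 pg of RNA per sample, whereas the sample labels speak of an overnight culture and of 10 ng. The authors aligned the reads to the mouse genome mm10 with STAR and the GENCODE M21 annotation, quantified them in Partek Genomics Suite, and deposited a table of counts for 22554 genes, before normalization. Only 55.9% to 59.4% of the values in a library were whole numbers, so these are estimated counts, and they were rounded to whole numbers here. The vehicle libraries held 23239853 and 20096555 counts, and the 5D libraries held 26912708 and 28697265. The mean was 24736595 counts on genes per library, while the paper states an average of 30000000 reads per sample, and all values use the counts. Counts were scaled by the upper quartile, and genes with a mean normalized count below 1 or a summed normalized count below 10 were removed, as in the paper's methods. This left 17650 genes, which were tested with edgeR's quasi-likelihood test in place of the authors' Gene Set Analysis, with Benjamini-Hochberg adjustment over all genes tested. Levels are given as normalized CPM, the counts of a gene relative to the normalized total of its library. The biological coefficient of variation over all genes was 8.51%. With 2 libraries per group, an exact permutation test of a single gene cannot give a p-value below 0.333, so each p-value rests on the spread that edgeR shares between genes. The libraries of a group differed by more than counting error alone, which cannot tell separate samples from separate amplifications of one RNA, and all 4 were counted as separate samples because they are labeled as numbered samples of each group.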

To further explore the relationship of ILC2s and the role Orai channels play in their effector function, we performed RNA sequencing on activated ILC2s cultured with and without 5D for 24 h. Not surprisingly, a significant number of genes were differentially expressed between vehicle-treated and compound 5D-treated cells (Fig. 3A). 160 genes were significantly (*p* < 0.05) upregulated, while 199 genes were significantly (*p* < 0.05) downregulated, totaling 359 genes differentially expressed in ILC2s treated with 5D as compared to the control. 

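Among the 17650 genes, 618 were higher and 678 were lower in 5D-treated ILC2s at an unadjusted p-value under 0.05. With a fold change of at least 2 as a further condition, 166 genes were higher and 191 were lower, 357 in all. Of these 357 genes, 197 had at most 3 counts in both libraries of the vehicle or of the 5D group, and 286 had a mean below 1 normalized CPM. In 20 simulated sets of libraries with the same means and dispersions but no change between groups, 236 to 311 genes met the same conditions. After adjustment over all genes, 5 genes were higher and 12 lower at an adjusted p-value under 0.05, and of these 2 and 1 changed at least 2-fold. Among the alternatives set before the data were examined, the counts at an adjusted p-value under 0.05 alone moved most with DESeq2's Wald test, to 17 higher and 43 lower. Those with a 2-fold change as well moved most without a filter, to 3 and 5. The counts at an unadjusted p-value with a 2-fold change moved most when the fold threshold was dropped, to the 618 and 678 genes above, and fell to 70 and 82 with DESeq2. In a single set of libraries thinned to the smallest total, 1 gene was higher and 1 lower at an adjusted p-value under 0.05. Over 10 draws of such thinned libraries, 0 to 5 genes were higher and 1 to 12 lower. Thinning was an alternative chosen after seeing the data. Both libraries of a group lay above both of the other for 37.6% of the genes, where chance gives 33.3%.
Cyp1a1 (ENSMUSG00000032315.6, chromosome 9 of mm10 from 57687928 to 57703824), which encodes a cytochrome P450, had the smallest p-value of the genes that were higher. Its normalized CPM rose from 11.7 ± 4.99 (SD, n = 2) with vehicle to 54.7 ± 2.07 (SD, n = 2) with 5D. The log2 fold change was 2.21 (standard error 0.20, adjusted p = 0.00179 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cyp1b1 (chromosome 17 from 79701537 to 79715061) rose by 1.15 on the log2 scale (standard error 0.17, adjusted p = 0.0265 from the same test, and 0.0820 in the thinned libraries). The next genes higher in 5D by p-value with a 2-fold change were Gm42417, Gm27177 and Itih5, with adjusted p-values of 0.0879, 0.334 and 0.344 from edgeR. The vehicle libraries held 1 and 3 counts of Gm42417 and 0 of Itih5, so these genes were at least 10.9-fold and at least 4.70-fold higher. Gm42417 and Gm27177 share near-identical stretches with other genes. Among the lower genes chosen in the same way, Plxnb1, Gm3150, Gm8752 and Gm18853 held at most 3 counts in each 5D library and were at least 11.8-fold, 7.87-fold, 7.15-fold and 9.36-fold lower. Their adjusted p-values from edgeR were 0.121, 0.133, 0.190 and 0.199, and each has a near-identical stretch in another gene. The lower gene with the smallest p-value was Socs3, singled out after its values were seen. It fell by 0.72 on the log2 scale (standard error 0.06, adjusted p = 0.00179 from edgeR), from 178 ± 9.57 to 108 ± 1.91 normalized CPM (SD, n = 2 each).

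**Figure D1:**
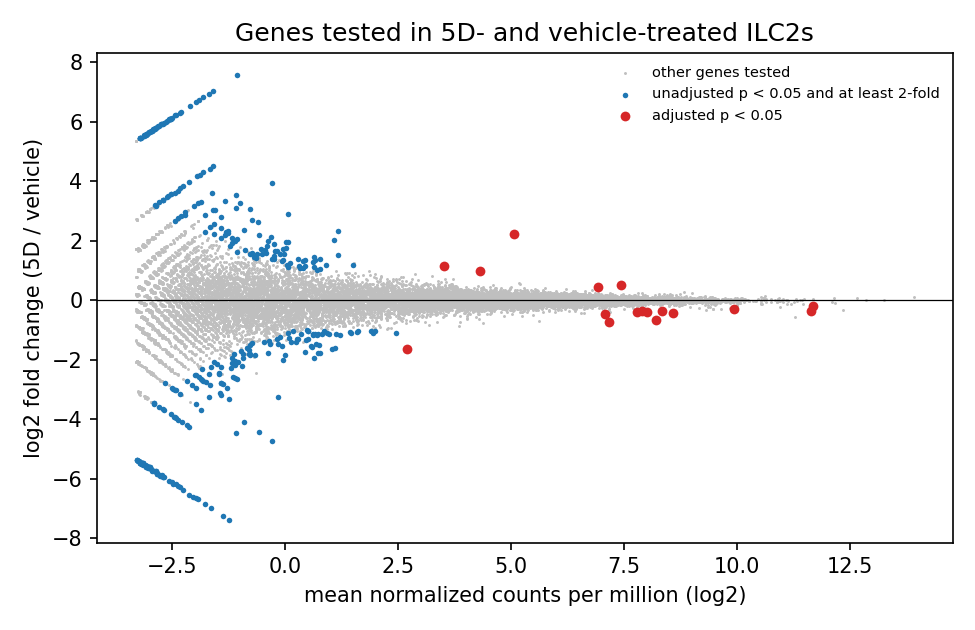
Log2 fold change (5D over vehicle) of the 17650 genes tested against their mean normalized CPM on a log2 axis, with blue for genes with an unadjusted p-value under 0.05 and a change of at least 2-fold and red for the 17 genes with an adjusted p-value under 0.05. No red point lies below a mean of 6.45 normalized CPM, while 286 blue points lie below 1, where the fitted fold change of a gene with few counts depends on the prior count.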

We further analyzed the pathways of differentially expressed genes by Ingenuity Pathway Analysis (IPA) (Fig. 3B). In line with our previous data, the most downregulated pathways in ILC2s cultured with 5D include Th2 pathway and activation, as well as metabolic pathways. 

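The gene lists behind the Ingenuity pathways were not used here, and 38 genes of Th2 cytokines, their receptors and their signaling were listed instead before the data were examined. Of these, 37 were tested and 25 were lower in 5D-treated ILC2s, with a median log2 fold change of -0.083. In all, 10 of the genes were lower and 2 higher at an unadjusted p-value under 0.05, so that 27.0% of the list was lower (one-sided Fisher's exact test against the other genes tested, adjusted p = 1.56e-06 over 7 lists). As a set the list was lower by limma's camera with a preset correlation of 0.01 (adjusted p = 1.55e-05 over the same lists). Adjusted over the list alone, 6 genes passed 0.05, against 1 gene over all genes tested. The paper shows 16 of the 38 genes in its own panels from these libraries. The Fisher test, the set test and the count adjusted over the list alone are therefore not independent evidence. The set test moved most with the correlation estimated, which gave an adjusted p-value of 0.163, and the median moved to -0.039 without vehicle replicate 1. Among the set calls by camera on the lists examined here, only that on cholesterol biosynthesis held under fry, a rotation test, and none held with an estimated correlation.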

Cholesterol biosynthesis and glycolysis appear to be significantly (*p* < 0.05) downregulated in 5D-treated ILC2s, suggesting blocking Orai channels may largely affect the mitochondria and metabolic health of the ILC2s^20^. 

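All 21 genes of a cholesterol biosynthesis list were tested, and 18 were lower in 5D-treated ILC2s. Their log2 fold changes ran from -0.36 to 0.15 with a median of -0.18, and 8 genes were lower and 0 higher at an unadjusted p-value under 0.05. Adjusted over the list alone, 6 genes passed 0.05, whereas 0 passed over all genes tested. The list was lower as a set (camera, adjusted p = 5.89e-10), which held under fry (adjusted p = 0.0420) but not with an estimated correlation (adjusted p = 0.0838). Leaving out 5D replicate 1 moved the median to -0.11. For glycolysis, 21 of 23 listed genes were tested and 15 were lower, with a median log2 fold change of -0.12 and a range from -1.38 to 0.33. Of them, 8 were lower and 0 higher at an unadjusted p-value under 0.05. The set test gave an adjusted p-value of 6.81e-05 with camera and 0.0501 with fry. Adjusted over the list alone 6 genes passed, and over all genes tested 1 did. Neither the former count nor the set test is independent evidence for the 5 listed genes that the paper shows in Fig. 3E. The gene past the threshold over all genes was Ldha (chromosome 7 from 46841475 to 46855627), whose enzyme makes lactate from pyruvate. It fell from 3533 ± 68.9 to 3058 ± 26.0 normalized CPM (SD, n = 2 each). This is a log2 fold change of -0.21 (standard error 0.03, adjusted p = 0.0253 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and from 7.47e-07 to 0.0648 over the alternatives), and 4 other genes share near-identical stretches with it. From the cholesterol biosynthesis and glycolysis pathways, the paper proposes that blocking Orai channels may largely affect the mitochondria and metabolic health of the ILC2s.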

Importantly, we analyzed the RNA sequencing (RNA-seq) data to focus specifically on mRNA related to ILC2 health and effector function. We found that *Il9*, *Mki67*, *Il5*, and *Il6* were downregulated in ILC2s treated with 5D in confirmation that cytokines are downregulated without Orai channels (Fig. 3C, D). 

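Il9 (ENSMUSG00000021538.3, chromosome 13 from 56479277 to 56482246) had 271 and 157 counts in the vehicle libraries and 89 and 86 in the 5D libraries. Its normalized CPM was 9.76 ± 2.70 (SD, n = 2) with vehicle and 3.14 ± 0.192 (SD, n = 2) with 5D. The log2 fold change was -1.64 (standard error 0.25, adjusted p = 0.0314 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested). With offsets for GC content and gene length, chosen after the data were seen, the adjusted p-value was 0.0519, and over the alternatives that gave one it lay between 0.00246 and 0.0820. Mki67 (chromosome 7 from 135689784 to 135716361), the gene of the proliferation marker Ki67, shares a near-identical stretch with Gm44521. It fell from 537 ± 47.8 to 463 ± 17.4 normalized CPM (SD, n = 2 each). Its log2 fold change of -0.21 (standard error 0.06) had an adjusted p-value of 0.443 from edgeR, and over the alternatives this lay between 0.0494 with DESeq2 and 0.606. Leaving out vehicle replicate 2 moved the log2 fold change to -0.12. A list of 37 cell cycle genes that includes Mki67 had a median log2 fold change of 0.029, with 10 genes lower, and was higher as a set by camera (adjusted p = 0.00236) but not by fry (adjusted p = 0.145). The median was 0.051 without 5D replicate 2. Of this list, 1 gene was lower and 4 were higher at an unadjusted p-value under 0.05, and 0 passed when adjusted over the list alone or over all genes tested. Il5 (chromosome 11 from 53720794 to 53725106), whose exons overlap Gm12214, went from 4731 ± 30.0 to 4463 ± 121 normalized CPM (SD, n = 2 each). This is a log2 fold change of -0.084 (standard error 0.03, adjusted p = 0.552 from edgeR). Il6 (chromosome 5 from 30013114 to 30019981) had few counts, with 71 and 35 against 23 and 39. Its log2 fold change was -1.12 (standard error 0.43, adjusted p = 0.598 from edgeR), and -0.66 without vehicle replicate 1. In each of these 4 genes, both 5D libraries lay below both vehicle libraries. Of the 24 genes of Fig. 3C, 12 were lower and 0 higher at an unadjusted p-value under 0.05. When adjusted over the list alone 10 passed, and over all genes tested only Il9 did with edgeR. The latter count was between 0 and 3 over the alternatives. Il2ra was added by limma-voom, no filter and the replicate block. DESeq2 called Il2ra, Tgfb1 and Mki67 but gave no adjusted p-value for Il9. Among alternatives chosen after the data were seen, 2 genes passed with the upper quartile taken after the filter. With GC content and length offsets 1 passed, a gene other than Il9, whose adjusted p-value was 0.0519. The paper shows the genes of Fig. 3C from the same libraries, so the count over the list alone is not independent evidence.

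**Figure D2:**
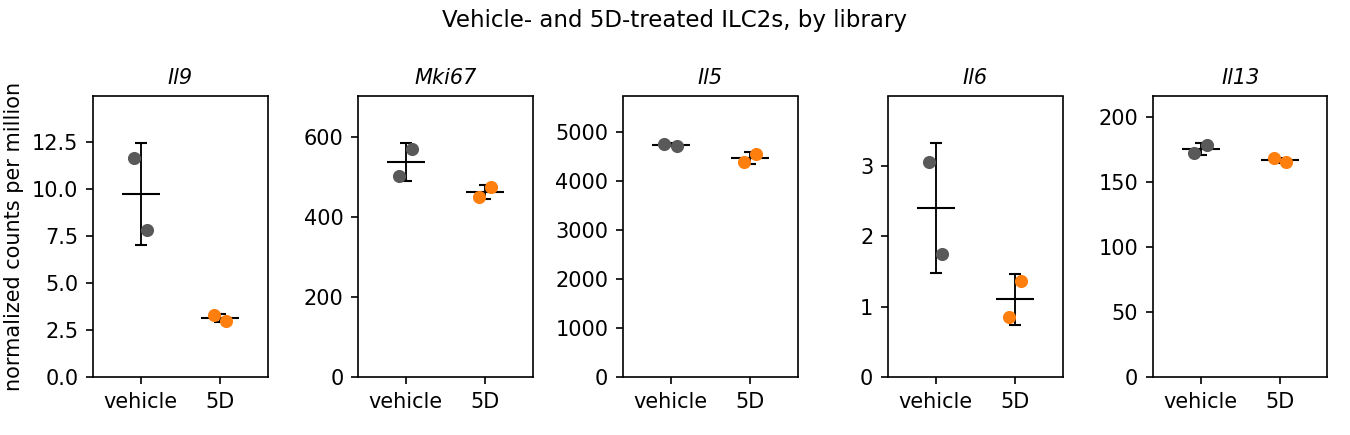
Normalized CPM of Il9, Mki67, Il5, Il6 and Il13 in each of the 4 libraries, with vehicle in gray and 5D in orange, each on its own axis from 0, where points are libraries, horizontal bars the means and error bars the SD of 2 libraries. Il9 falls from a mean of 9.76 to 3.14, while Il5 stays between 4377 and 4752.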

*Il13* was also downregulated, though not statistically. 

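Il13 (ENSMUSG00000020383.1) lies on chromosome 11 from 53631324 to 53634702. It was measured at 176 ± 4.44 normalized CPM with vehicle and 167 ± 2.05 with 5D (SD, n = 2 each). The log2 fold change was -0.073 with a standard error of 0.06, and its adjusted p-value was 0.843 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 4 libraries held 3578 to 4733 counts of the gene.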

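The 10 transcription factors of Fig. 3D are Id2, Id3, Rora, Tox, Gfi1, Ets1, Maf, Klf2, Bcl11b and Gata3. Their log2 fold changes lay between -0.17 (Id3) and 0.10 (Klf2), with a median of -0.040, and 6 were lower and 4 higher with 5D. At an unadjusted p-value under 0.05, 0 genes were lower and 0 higher. Likewise 0 passed when adjusted over the list alone or over all genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gata3 (chromosome 2 from 9857078 to 9890034), the lineage factor of ILC2s, had 1095 ± 5.54 normalized CPM with vehicle and 1101 ± 9.40 with 5D (SD, n = 2 each). This is a log2 fold change of 0.0079 (standard error 0.04, adjusted p = 0.988 from edgeR). Its sign turned to -0.0050 with the upper quartile taken after the filter and to -0.0054 with GC content and length offsets, both chosen after the data were seen, and to -0.0028 without 5D replicate 2. Bcl11b had a log2 fold change of 0.0089, which was -0.099 without vehicle replicate 2. Leaving out a library also turned the sign of Ets1, to 0.013 without vehicle replicate 1, of Maf, to 0.073 without vehicle replicate 2, and of Klf2, to -0.051 without 5D replicate 2. Exons of Gata3, Rora, Tox, Gfi1 and Maf overlap other genes. Id2 (chromosome 12 from 25093799 to 25097140) had a log2 fold change of -0.082 (standard error 0.04, adjusted p = 0.729 from edgeR), and its libraries overlapped between the groups. Leaving out a library moved it to between -0.13 (without vehicle replicate 1) and -0.038 (without vehicle replicate 2). Klf2 was the least precisely measured, with a standard error of 0.19 at 160 to 281 counts per library.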

Interestingly, transcription factors important in ILC2 homeostasis were largely unaffected by Orai inhibition, suggesting an alternative mechanism by which 5D regulates cytokine production (Fig. 3D). To confirm the glycolytic pathway was downregulated as identified by IPA, we investigated the individual genes involved and indeed, glycolysis is largely decreased in Orai-inhibited ILC2s (Fig. 3E). 

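Of the 11 genes in Fig. 3E, 8 were lower and 3 higher in 5D-treated ILC2s. In each of the 11, both libraries of a group lay above both of the other, which chance gives for 33.3% of genes that were not chosen on the same libraries. Unadjusted p-values under 0.05 were found for 7 lower and 3 higher genes. Adjusted over the list alone, 10 passed 0.05, which is not independent evidence because the paper shows these genes from the same libraries, and 0 passed over all genes tested with edgeR. Over the alternatives the latter count was between 0 and 2. Tpi1 passed 0.05 in limma-voom, DESeq2, no filter, filterByExpr and the replicate block, and Pfkl in DESeq2 alone. With the upper quartile after the filter and with GC content and length offsets, both chosen after the data were seen, 1 gene passed in each. Tpi1 (chromosome 6 from 124810586 to 124814296) had the smallest p-value, at 712 ± 12.8 normalized CPM with vehicle and 601 ± 7.93 with 5D (SD, n = 2 each). Its log2 fold change was -0.24 (standard error 0.04, adjusted p = 0.0615 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and from 7.21e-06 to 0.109 over the alternatives). Tpi-rs11 carries a near-identical stretch, and exons of Tpi1 overlap Spsb2. Pdp2 (chromosome 8 from 104591451 to 104599026) fell most, by 0.71 on the log2 scale (standard error 0.19, adjusted p = 0.440 from edgeR), with 207 and 201 counts in the vehicle libraries and 157 and 165 in the 5D libraries. Eno1 (chromosome 4 from 150236721 to 150248879), with 3 near-identical genes among which its reads could be split, had a log2 fold change of -0.12 (standard error 0.03, adjusted p = 0.443 from edgeR). Pfkl, Idh1, Gpi1 and Gsk3b fell by 0.26, 0.48, 0.12 and 0.22 on the log2 scale, and Gpi1 has 1 near-identical gene. Pfkl had a log2 fold change of -0.17 without 5D replicate 2, and Gsk3b had -0.14 without 5D replicate 1. Pgk1, which has 4 near-identical genes, had a log2 fold change of -0.069 (standard error 0.04). The genes that were higher were Prps2, Sdha and Idh3b, by 0.29, 0.14 and 0.14 on the log2 scale. Prps2 was higher by 0.15 without vehicle replicate 2, and exons of Idh3b overlap Nop56.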

Altogether, our data demonstrate that Orai channels support and improve ILC2 pro-inflammatory cytokine production and effector function.

**Fig. 3:**
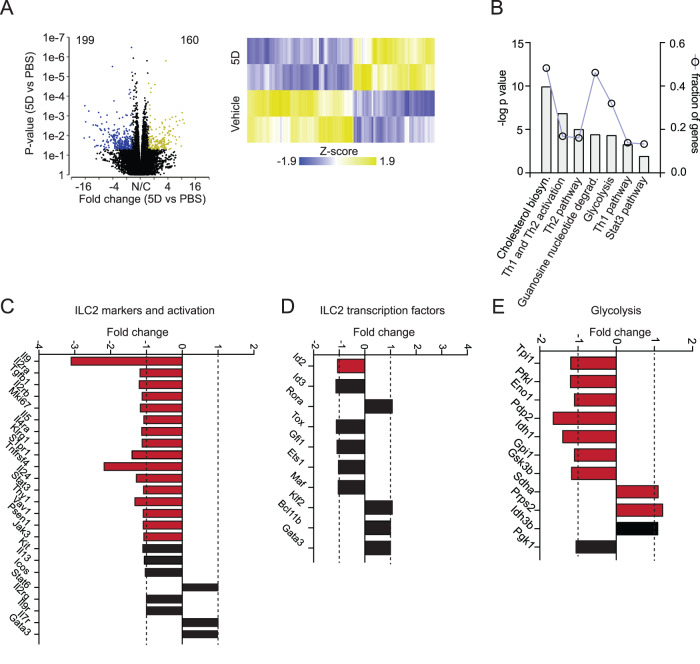
Orai inhibition alters pro-inflammatory transcriptomic profile in pulmonary murine ILC2s. **A** Volcano plot comparison of whole transcriptome gene expression of sorted ILC2s cultured with 5D or the vehicle control. Differentially expressed genes (defined as statistically significant adjusted *p*-value < 0.05) with changes of at least 2.0 fold-change (FC) are shown in yellow (upregulated genes) or blue (downregulated genes). Heat plot of selected differentially expressed genes also included. Bulk RNAseq analysis was performed by Gene Set Analysis (GSA). **B** Ingenuity Pathway Analysis (IPA) identifies pathways highly likely to be downregulated by exposure to compound 5D. The −log *p* value is shown on the y-axis of the bar chart, and the fraction of genes identified in the pathway that are differentially expressed between our conditions, represented by the line graph right y-axis. **C** Fold change of genes involved in ILC2 markers and activation in cells exposed to 5D as compared to the control. Statistically significant differentially expressed genes are in red. **D** Fold change of genes involved in ILC2 transcription factors in cells exposed to 5D as compared to the control. Statistically significant differentially expressed genes are in red. **E** Fold change of genes involved glycolysis in ILC2s exposed to 5D as compared to the control. Statistically significant differentially expressed genes are in red. Source data are provided as a Source data file.

### Inhibiting Orai channels downregulates metabolic pathways in pulmonary ILC2s

Orai channels and calcium entry has previously been shown to play a crucial role in metabolic processes in proinflammatory Th17 cells^18^. Our group and others have previously established that ILC2s primarily rely on fatty acid oxidation for their cytokine production and effector function^14,15^. 

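Before the data were examined, 27 genes of fatty acid oxidation were listed, from acyl-CoA synthetases such as Acsl1 through Cpt1a and Cpt2 to the enzymes of the oxidation spiral. All 27 were tested, and 7 were lower in 5D-treated ILC2s. The median log2 fold change was 0.046, and single genes ranged from -0.13 to 0.28. As a set they did not pass the threshold (limma's camera, adjusted p = 0.0762). Only 1 gene was lower and 1 was higher at an unadjusted p-value under 0.05, and 0 genes passed when adjusted over the list alone or over all genes tested. The median stayed above 0 in each fit that left out a library, and was 0.025 without 5D replicate 2 and 0.026 without vehicle replicate 2.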

Though we saw little significant difference in our RNA-seq data suggesting a transcriptomic difference in fatty acid oxidation, the decrease in cytokine production witnessed by ILC2s cultured with 5D led us to investigate the functional use of the fatty acid oxidation pathway in Orai-inhibited cells. We first measured fatty acid uptake in ILC2s cultured with 5D or the control vehicle (Fig. 4A). Interestingly, we found that 5D-treated ILC2s showed decreased mean fluorescence intensity of BODIPY, suggesting that fatty acid uptake is inhibited by Orai channel blocking ex vivo (Fig. 4A). To confirm the differential fatty acid uptake and to understand how the metabolomics results functionally, we measured oxygen consumption rate (OCR), reflective of active oxidative phosphorylation (Fig. 4B). ILC2s treated with the Orai inhibitor demonstrated lower basal respiration (Fig. 4C), maximum respiration (Fig. 4D), and spare respiratory capacity (Fig. 4E), demonstrating that inhibition of the Orai channels has a significant detrimental effect on the mitochondrial pathways and function. Previously, our group has demonstrated that in the absence of FAO, ILC2s preferentially switch to glycolysis as an energy source^16^. However, our previous RNA-seq data as demonstrated in Fig. 3B suggested that glycolysis is also downregulated in compound 5D-treated ILC2s. And indeed, 2-NBDG levels, as well as the L-lactate in the supernatant of cultured compound 5D-treated ILC2s versus the control were both downregulated when compared to controls (Fig. 4F, G). To confirm these results, we measured glycoPER, the glycolytic capacity of the cells utilizing Seahorse technology. As expected, compound 5D-treated ILC2s demonstrated less capacity to perform effective glycolysis than the control activated ILC2s (Fig. 4H, I). Together, these results demonstrate calcium influx is indispensable for metabolism, and suggests a possible defect in overall mitochondrial function after Orai inhibition.

**Fig. 4:**
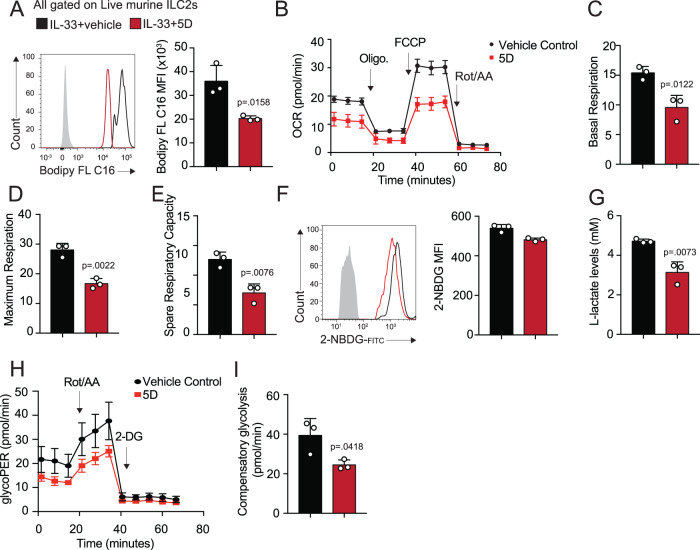
Orai channels affect metabolic function in pulmonary murine ILC2s. **A** ILC2s were cultured with 5D or the vehicle. Lipid droplet uptake was measured by Bodipy FL C16 staining and quantified presented as mean ± SEM. *n*  =  3 biologically independent samples. **B** OCR was measured under basal conditions and in response to indicated drugs in 5D-treated or untreated ILC2s. *n*  =  3 biologically independent samples, presented as mean ± SEM. **C** Basal respiration as a difference in OCR presented as mean ± SEM. *n*  =  3 biologically independent samples. **D** Maximum respiration as a difference in OCR after FCCP treatment presented as mean ± SEM. *n*  =  3 biologically independent samples. **E** Spare respiratory capacity presented as the difference in OCR after FCCP treatment and basal respiration presented as mean ± SEM. *n*  =  3 biologically independent samples. **F** Treated and untreated ILC2s were generated as previously described. Glucose uptake was measured by 2-NBDG staining and quantified as 2-NBDG MFI presented as mean ± SEM. *n*  =  3 biologically independent samples. **G** Enzymatic quantification of lactate accumulation in the supernatants of cultured cells from (**F**) presented as mean ± SEM. *n*  =  3 biologically independent samples. **H** Glycolytic capacity in ILC2s cultured with 5D or the vehicle was measured in response to the indicted drugs and quantified as glycoPER. *n*  =  3 biologically independent samples, presented as mean ± SEM. **I** Compensatory glycolysis ILC2s cultured with 5D or the vehicle was measured in response to the indicted drugs presented as mean ± SEM. *n*  =  3 biologically independent samples. Data are representative of two independent experiments and are presented as means ± SEM. Source data are provided as a Source data file. A two-tailed Student’s *t* test for unpaired data was applied for comparisons between two groups.

### Orai-dependent mitochondrial function is essential for ILC2 effector function

RNA-sequencing data, together with impaired metabolic pathways, point to a significant difference in mitochondrial function after inhibition of Orai channels. It’s been demonstrated previously that functional mitochondria are critical for metabolism, both aerobic OXPHOS/FAO and anerobic glycolysis^21,22^. Strikingly, our RNA-seq revealed a severe decrease in genes associated with various protein complexes involved in the mitochondrial electron transport chain (mtETC) when ILC2s were cultured with 5D (Fig. 5A, B). 

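All 17 genes of Fig. 5B were lower in 5D-treated ILC2s, with log2 fold changes from -0.94 to -0.084 and a median of -0.29. All but 1 had an unadjusted p-value under 0.05. Adjusted over the list alone, 16 passed 0.05, which is not independent evidence because the paper selected these genes as significant in the same libraries. Over all genes tested, 3 passed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These were mt-Nd2, mt-Rnr1 and mt-Nd4. The count depended on the test, with 6 of the genes past 0.05 with limma-voom, 8 with DESeq2, 8 without a filter and 10 with the replicate block. Chosen after the data were seen, offsets for GC content and gene length gave 1, and a single set of thinned libraries gave 0. Over 10 draws of thinned libraries, 1 to 12 of all genes tested were lower at an adjusted p-value under 0.05. mt-Nd2, which encodes a subunit of complex I, lies on the mitochondrial chromosome M from 3914 to 4951. It fell from 292 ± 3.33 to 223 ± 12.0 normalized CPM (SD, n = 2 each). This is a log2 fold change of -0.39 (standard error 0.05, adjusted p = 0.0253 from edgeR). The log2 fold change was -0.66 (standard error 0.09, adjusted p = 0.0253 from edgeR) for the ribosomal RNA gene mt-Rnr1 (M from 70 to 1024) and -0.36 (standard error 0.05, adjusted p = 0.0265 from edgeR) for mt-Nd4 (M from 10167 to 11544). Near-identical stretches of mt-Nd2 and mt-Nd4 lie in Gm13339 and Gm28439. mt-Rnr2 had a log2 fold change of -0.55, which was -0.27 without vehicle replicate 2. Atp5g3, which is encoded in the nucleus on chromosome 2 from 73908447 to 73911326, had a log2 fold change of -0.084 (standard error 0.04, adjusted p = 0.711 from edgeR). Ak4, also a nuclear gene, fell by 0.94 on the log2 scale (standard error 0.29, adjusted p = 0.530 from edgeR) at 58 to 137 counts per library, and shares a near-identical stretch with Ak3l2-ps. Mitochondrial genes took 0.981% and 1.06% of the counts in the vehicle libraries and 0.809% and 0.808% in the 5D libraries.
The mitochondrial genome encodes 13 proteins, and all 13 of their genes were lower, with log2 fold changes from -0.39 to -0.16 and a median of -0.28, although mt-Atp8 turned to 0.032 with offsets for GC content and gene length, added after the data were seen. The median with these offsets was -0.19. As a set the 13 genes were lower by camera (adjusted p = 2.98e-27), while fry and camera with an estimated correlation gave adjusted p-values of 0.0501 and 0.0838. Unadjusted p-values under 0.05 were found for 12 lower and 0 higher genes. Adjusted over the list alone 12 passed, and 2 passed over all genes tested with edgeR. Neither the former count nor the set test is independent evidence, because the paper shows 12 of the 13 genes. Of the 13 genes, 9 have a near-identical stretch in another gene, and the median was -0.28 in these and -0.27 in the 4 without one. Among 77 nuclear genes of the electron transport chain, 40 were lower and the median log2 fold change was -0.0037, with a range from -0.085 to 0.14. The sign of this median turned to 0.0056 with TMM normalization, to 0.0036 with the GC content and length offsets and to 0.012 without vehicle replicate 2. The nuclear genes did not differ from the other genes as a set (camera, adjusted p = 0.688). Of them, 0 were lower and 1 was higher at an unadjusted p-value under 0.05, and 0 passed when adjusted over the list alone or over all genes tested.

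**Figure D3:**
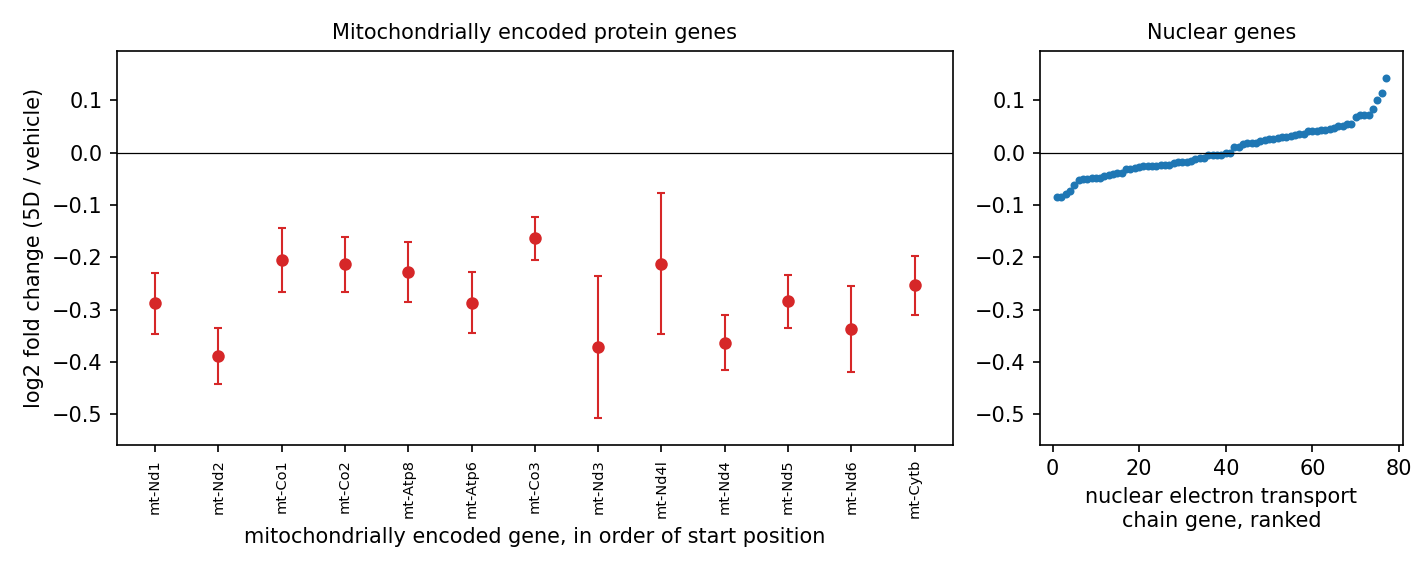
Log2 fold change (5D over vehicle) of the 13 mitochondrially encoded protein genes in the order of their start positions, with standard errors from the model, and of 77 nuclear electron transport chain genes ranked by fold change. The former lie between -0.39 and -0.16, with mt-Atp8 at 0.032 once GC content and length offsets are used, and the latter lie between -0.085 and 0.14.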

Mitochondrial mass and respiration were measured by flow cytometry as mean fluorescence of Mitotracker green and red, respectively (Fig. 5C, D), and showed a significant decrease in ILC2s cultured with 5D, further suggesting a functional decrease in the mitochondria of the treated cells. Surprisingly, both total and mitochondrial reactive oxygen species (ROS) levels were elevated in Orai-inhibited ILC2s (Fig. 5E, F). Traditionally a lowered membrane potential coincides with lower ROS production. However it has been shown that oxidative stress can occur at very high or low levels of membrane potential and that an increase in ROS in these situations could point to mitochondrial uncoupling of the ETC^23^. To investigate whether the rise we see in ROS is the result of mitochondrial uncoupling, we measured the ratio of NADH/NAD+ in cells treated with 5D (Fig. 5G). We found treated ILC2s did have higher ratios of NADH/NAD+ while producing less ATP through oxidative phosphorylation than cells treated with the vehicle (Fig. 5H), suggesting the cells are indeed undergoing mitochondrial uncoupling. The elevated ROS resulted from this uncoupling therefore likely points to a defect in the cell’s antioxidants. To investigate this, as well as whether the increased ROS could explain the loss of effector function after Orai inhibition in vitro, we utilized the addition of antioxidant N-Acetyl-L-cysteine (NAC). FACs-sorted ILC2s were cultured for 48 h with the vehicle, 5D, or the combination of 5D and NAC and were afterwards assessed for effector function. And indeed, proliferation and pro-inflammatory intracellular cytokine production were restored after addition of NAC in the culture (Fig. 5I–K). Altogether, our data demonstrate a previously unknown mechanism by which Ca^2+^ entry through Orai channels regulates pro-inflammation through modulation of cellular mitochondrial function.

**Fig. 5:**
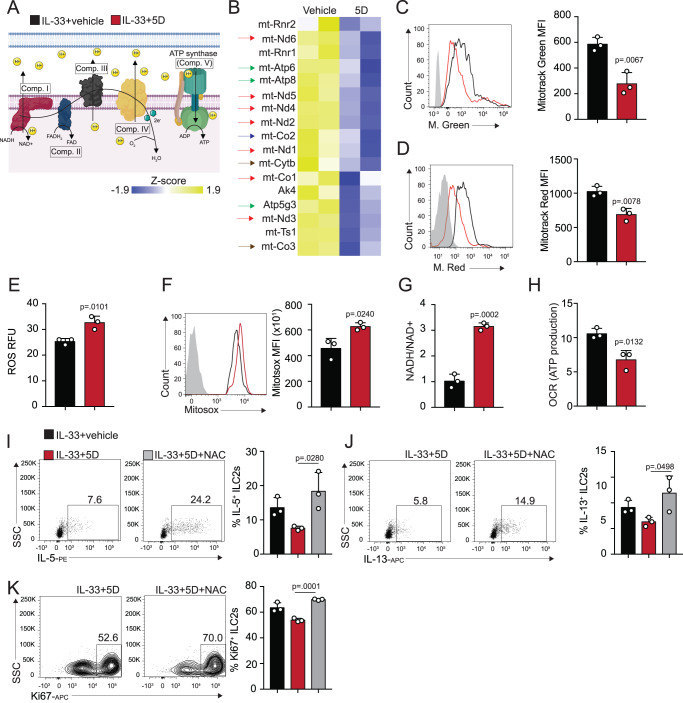
Orai channels downregulate mitochondrial function, affecting ILC2 effector function and cytokine production. **A** Schematic of the mitochondrial electron transport chain (mtETC) and the associated complexes. **B** Heatmap of statistically significant differentially expressed genes associated with the mtETC in ILC2s cultured with 5D or the vehicle. Arrow colors coordinate with the associated complex in (**A**). **C** Flow cytometry histogram and quantification of mitochondrial mass measured by Mitotracker Green in ILC2s cultured with 5D or the vehicle presented as mean ± SEM. *n*  =  3 biologically independent samples. **D** Flow cytometry histogram and quantification of mitochondrial membrane potential measured by Mitotracker Red in ILC2s cultured with 5D or the vehicle presented as mean ± SEM. *n*  =  3 biologically independent samples. **E** Total cellular reactive oxygen species (ROS) in treated and untreated ILC2s measured by microplate fluorescence presented as mean ± SEM. *n*  =  3 biologically independent samples. **F** Flow cytometry histogram and quantification of mitochondrial ROS in ILC2s cultured with 5D or the vehicle as measured by Mitosox presented as mean ± SEM. *n*  =  3 biologically independent samples. **G** NADH/NAD+ ratio quantification in ILC2s cultured with 5D or the vehicle measured by microplate reader presented as mean ± SEM. *n*  =  3 biologically independent samples. **H** ATP production presented as OCR measured by Seahorse Mitostress Test assay presented as mean ± SEM. *n*  =  3 biologically independent samples. **I** Representative flow cytometry plots and quantification of intracellular IL-5 production in ILC2s cultured with the vehicle, 5D, or 5D and the addition of antioxidant NAC presented as mean ± SEM. *n*  =  3 biologically independent samples. **J** Representative flow cytometry plots and quantification of intracellular IL-13 production in ILC2s cultured with the vehicle, 5D, or 5D and the addition of antioxidant NAC presented as mean ± SEM. *n*  =  3 biologically independent samples. **K** Representative flow cytometry plots and quantification of proliferation in ILC2s cultured with the vehicle, 5D, or 5D and the addition of antioxidant NAC presented as mean ± SEM. *n*  =  3 biologically independent samples. Data are representative of two independent experiments and are presented as means ± SEM. Source data are provided as a Source data file. A two-tailed Student’s *t* test for unpaired data was applied for comparisons between two groups except for multi-group comparisons where Tukey’s multiple comparison one-way ANOVA tests were used. Figure 5A was created with BioRender.com.

### Orai inhibition downregulates ILC2-mediated airway hyperreactivity in vivo

To explore the direct effect of Orai channels on ILC2 effector function in vivo, we first subjected BALB/c genetic background wild-type mice to the physiologically relevant setting utilizing *Alternaria alternata* (*A. alternata*), an allergen known to indirectly stimulate ILC2s^24^ with the addition of intraperitoneal (i.p.) injections of either 5D (0.02 mg/mouse) or the vehicle (Fig. 6A).

**Fig. 6:**
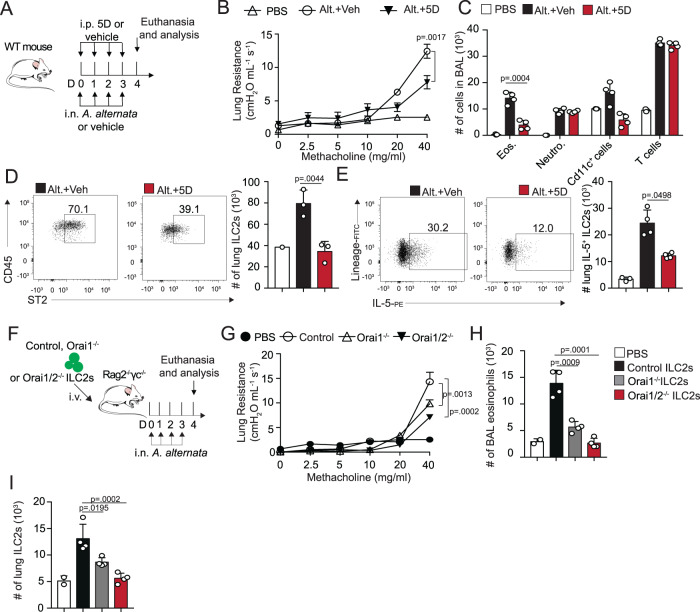
Inhibition of Orai channels in pulmonary ILC2s downregulates development of airway inflammation. **A** A cohort of BALB/cBYJ mice were challenged intranasally with *Alternaria alternata* (*A. alternata*) for four consecutive days. Mice were also given injections of 5D or vehicle. On day 4, AHR (**B**) was assessed. Additionally total number of eosinophils in the BAL (**C**), number of lung ILC2s (**D**), and IL-5 producing ILC2s (**E**) is presented as mean numbers +/− SEM. *n*  =  4 biologically independent mice. **F** Pulmonary ILC2s from WT control, *Orai1*^−/−^ and *Orai1/2*^−/−^ mice were sorted into separate populations and deletion was induced as previously described. 5 × 10^4^ ILC2s from the indicated populations were intravenously injected to Rag^−/−^ γc^−/−^ host mice. 24 h after transfer, mice were challenged intranasally with *Alternaria alternata* for four consecutive days. On day 5, AHR (**G**) was assessed. Additionally total number of eosinophils in the BAL (**H**) and total number of pulmonary ILC2s (**I**) is presented as mean numbers +/− SEM. *n*  =  4 biologically independent mice. Data are representative of two independent experiments and are presented as means ± SEM. Source data are provided as a Source data file. Tukey’s multiple comparison one-way ANOVA tests were used for multi-group comparisons. Mouse image designed with Servier Medical Art.

Mice given the injections of 5D had lower levels of lung resistance and the development of airway hyperreactivity (Fig. 6B) as compared to those that received the vehicle. Furthermore, mice treated with 5D harbored fewer eosinophils infiltrating the BAL (Fig. 6C). Consistent with these results, we found fewer lung ILC2s in mice treated with 5D, as well as a smaller percentage of ILC2s that produce IL-5, their primary proinflammatory cytokine responsible for eosinophil recruitment (Fig. 6D, E). Excitingly, we also saw a statistical decrease in the development of a chronic model of *A. alternata* murine lung inflammation, as measured by airway hyperreactivity, number of lung eosinophils in the BAL, as well as number of ILC2s in the lung (S4A-D). To further focus on the direct role of Orai channels in ILC2 effector function in vivo, we again utilized FACS-sorted pulmonary ILC2s from inducible *Orai1*^−/−^ and *Orai1/2*^−/−^ mice, as well as control ILC2s. The Orai-deleted and control ILC2s were adoptively transferred into cohorts of Rag2^−/−^ γc^−/−^ mice, mice that lack all B, T, and NK cells, including ILC2s. Mice were then subjected to the *A. alternata* protocol outlined above, and lung function was assessed on day 4 (Fig. 6F). As expected, mice adoptively transferred with *Orai1*^−/−^ demonstrated lower AHR and fewer eosinophils than those given the control ILC2s (Fig. 6G, H). Mice adoptively transferred the knock-out cells also demonstrated fewer ILC2s found in the lung after day 4, though the same number of cells was transferred day 0 (Fig. 6I). Strikingly, *Orai1/2*^−/−^ transferred mice had an even greater effect, suggesting that Orai2 has the ability to partially rescue the deletion of Orai1 in the context of ILC2 effector function, as also seen in Fig. 2F. Together, our data suggest that Orai1 and Orai2 support pathogenic ILC2 effector function in vivo, driving the development of ILC2-dependent airway hyperreactivity.

### Functional Orai channels enhance the induction of AHR in hILC2 recipient mice

We next investigated whether our results in murine models would translate to human ILC2s. Peripheral blood ILC2s from healthy donors were FACS-sorted and cultured with IL-33 to measure the expression of Orai channels (Fig. 7A). Human ILC2s do indeed express Orai1 and Orai2, both at the naive state and after IL-33 stimulation (Fig. 7B, C). The cells were then cultured with 5D or vehicle and the supernatant was collected to measure cytokines by ELISA.

**Fig. 7:**
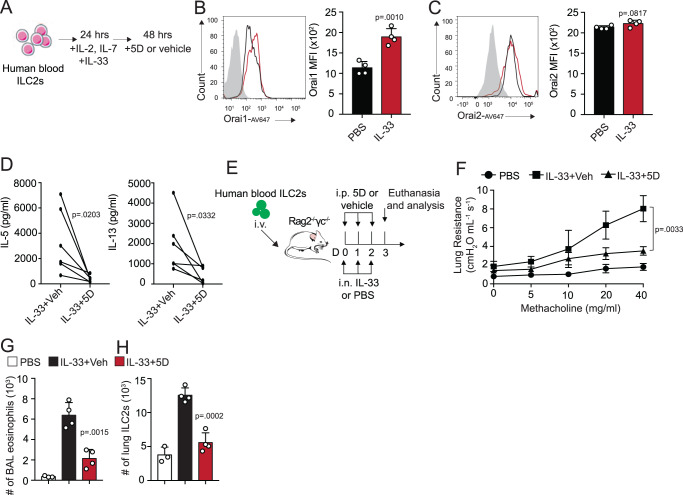
Inhibition of Orai channels ameliorates human ILC2-mediated AHR. **A** FACS-sorted human blood ILC2s were cultured with rhIL-2, rhIL-7, and rhIL-33 for 24 h. 5D or vehicle were added to the culture for an additional 48 h. **B** Flow cytometry histogram and quantification of Orai1 expression after 24 h with survival cytokines in (**A**) presented as mean ± SEM. *n*  =  4 biologically independent samples. **C** Flow cytometry histogram and quantification of Orai2 expression after 24 h with survival cytokines in (**A**) presented as mean ± SEM. *n*  =  4 biologically independent samples. **D** After 48 h with 5D or vehicle, supernatant was collected and IL-5 and IL-13 levels were measured by ELISA. *n*  =  6 biologically independent samples. **E** FACS-sorted human blood ILC2s from healthy donors were adoptively transferred into Rag2^−/−^ γc^−/−^ mice. Mice were intranasally challenged with rhIL-33 (1 μg) or PBS and treated with i.p. injections of 5D or vehicle days 0, 1, and 2. Mice were euthanized on day 3 and AHR (**F**) was measured presented as mean ± SEM. *n*  =  4 biologically independent samples. **G** Total number of eosinophils infiltrating the BAL presented as mean ± SEM. *n*  =  4 biologically independent samples. **H** Total number of human ILC2s found in the lung presented as mean ± SEM. *n*  =  4 biologically independent samples. Data are representative of two independent experiments and are presented as means ± SEM. Source data are provided as a Source data file. A two-tailed Student’s *t* test for unpaired data was applied for comparisons between two groups, except for multi-group comparisons where Tukey’s multiple comparison one-way ANOVA tests were used. Mouse and human ILC2 cell images designed with Servier Medical Art.

As expected, inhibition of the Orai channels downregulated proinflammatory cytokine production in the human ILC2s (Fig. 7D). To investigate if this would translate therapeutically, we utilized our previously described humanized mouse model^25^. Human IL-5 has been shown to activate murine eosinophils emphasizing the feasibility of using humanized mice in eosinophilic inflammatory studies^26,27^. Here, we isolated human peripheral ILC2s from healthy donors and cultured them with recombinant human (rh)IL-7 and rhIL-2 for 48 h (Fig. 7E). The cells were then adoptively transferred into Rag2^−/−^ γc^−/−^ mice and the mice were challenged for 3 consecutive days with rhIL-33 intranasally to induce an ILC2-dependent murine model of asthma. Mice were also given i.p. injections of 5D or the vehicle and lung inflammation was measured on day 3. Excitingly, mice given the Orai inhibitor demonstrated lower AHR development (Fig. 7F), as well as fewer eosinophils in the BAL and human ILC2s found in the lungs (Fig. 7G, H). Altogether our results using humanized mice suggests this therapeutic drug 5D targeting the Orai pathway has the potential to alleviate asthma symptoms in patients.

## Discussion

Overall this study introduces a unique mechanism by which Ca^2+^ entry through Orai channels modulate proinflammatory ILC2 effector function and the development of airway hyperreactivity in a variety of pharmacological murine models of lung inflammation. We show that specific inhibition of Orai1 and Orai2 on pulmonary ILC2s leads to a significant decline of functional metabolic pathways as well as the direct downregulation of mtETC proteins. Mechanistically, this causes an increase in mitochondrial ROS production and an uncoupling of the mitochondrial electron transport chain. Further, Orai inhibition severely downregulates ILC2 effector function and cytokine production in vivo and in vitro, potentially offering a therapeutic application of the CRAC channels in treating ILC2-dependent diseases.

To our knowledge, our group is the first to report the role of Orai channels and Ca^2+^ entry in the health and homeostasis of pulmonary ILC2s, specifically in the context of AHR. Currently, therapeutic measures for asthma treatment involving calcium include the blockers for *chloride channels* (e.g., sodium cromoglicate and nedocromil sodium) and the *Ca*^*2+*^*-activated K*^*+*^ *channel, KCa3.1*^28–30^. KCa3.1 channels cause efflux of K^+^ ions to maintain the driving force for Ca^2+^ entry via the CRAC channels. These studies indicate that targeting the activation of CRAC channels would be excellent drug targets for asthma therapy. The widely used small molecule blockers of the Ca^2+^-NFAT pathway including cyclosporine A or FK506 have a broad range of side effects because of their ubiquitous function^31,32^. Unlike calcineurin, CRAC channels have been shown to play a primary role in immune cell types including T cells, B cells and mast cells, and thus Orai blockers are expected to be more specific with fewer side effects. Importantly, our humanized mouse model demonstrates the potential for 5D as a therapeutic application against ILC2-dependent lung inflammation. One limitation of the study is that injection of the drug in the humanized mouse model is not acting only on the transferred human ILC2s. However this model, that is independent of adaptive immunity, in combination with the *Orai1/2*^*−/−*^ adoptive transfer illustrate the exciting potential for the inhibition of Orai channels on ILC2s as a means of treatment in context of human AHR. The potency of compound 5D in the alleviation of allergic asthma suggests an alternative mechanism to the conventionally-used long lasting beta-2 agonists in the treatment of asthma. Beta-2 agonists work on relaxing the smooth muscles of the bronchi, targeting a symptom of the pathophysiology of the disease. Here, we suggest a method that targets the initial onset of the disease at a cell-based level. Further studies will have to be conducted to compare the efficiacy of this method to beta-2 agonists. Although recent years have revealed that ILC2s play an important role in a broad range of immune-mediated disorders, a major gap exists between understanding ILC2 biology and modulating these cells for therapeutic application.

We observed in our study that pulmonary mouse and human ILC2s express both Orai1 and Orai2 channels after IL-33 stimulation. Interestingly, while both isoforms are expressed at basal levels in naive ILC2s, Orai1 appears to be highly inducible after activation, while Orai2 is only slightly enhanced in both murine and human ILC2s. Grimes et al. recently detailed Orai isoform expression on neutrophils and their effect on neutrophil activation^33^. They also found basal levels of Orai1 and Orai2 on resting neutrophils, expressed at a 1:1 ratio, while activation by inflammatory agents raised the ratio to 30:1^33^. They concluded the ratio change was mainly due to the elevation of Orai1 expression after exposure^33^. We believe a similar phenomenon is occurring in activated ILC2s. The signaling pathways regulating Orai1 and Orai2 induction by IL-33 stimuulation in ILC2s is currently unknown. However, previous reports demonstrate that IL-33 upregulates STIM1 via p38 and AP-1 signaling in epithelial cells^34^. Whether this is true for ILC2s requires further invesitagion. Inhibition of both Orai1 and Orai2 through therapeutic 5D or genetically engineered double knock-out mice leads to a significant downregulation in proliferation and cytokine production, including IL-5, IL-13, GM-CSF, IL-9 and IL-6. The role of Orai1 in the regulation of immune effector function has been well established, but investigation into the alternative isoforms and their role is lacking. Recently Vaeth et al. demonstrated that Orai1 deletion in T cells reduces effector function, while specific deletion of Orai2 enhances SOCE in both T cells and macrophages^12^. Alternatively, in neutrophils, deletion of Orai2 was shown to reduce SOCE and negatively affect effector function^33^. The effect of genetically deleting only Orai2 on ILC2s requires further investigation. Regardless, both studies found that double deletion of Orai1 and Orai2 on T cells or neutrophils reduces the cells’ ability to pathogenetically function in their respective disease setting^12,33^. Similarly in such settings, we discovered that blocking Orai channels specifically in pulmonary ILC2s in vivo efficiently ameliorated the development of ILC2 dependent AHR stimulated by *A. alternata* or IL-33 in both murine models and humanized mouse models of lung inflammation. We observed lower levels of AHR, as well as fewer infiltrating BAL eosinophils and IL-5-producing ILC2s in the lungs. Our results suggest Orai channels play a crucial role in the development of lung inflammation in ILC2-dependent models of asthma.

Our group here has demonstrated that Orai channel inhibition severely alters mitochondrial health and function, potentially offering a mechanism by which Ca^2+^ concentration controls pathogenic immune function. Previously it has been shown in CD4 + Th17 cells that inhibition of CRAC channels severely affected mitochondrial homeostasis, resulting in similar observations of increased ROS production as well as reduced immune cell effector function^18^. Ca^2+^ entry is well known to assist mitochondria in the production of ATP through the increase in production and consumption of NADH involved in Complex I and V in the mtETC^35^. Traditionally, mitochondrial membrane potential and mass can be indicative of effective mtETC function and ATP synthesis. Additionally, lower mitochondrial membrane potential classically correlates with lower levels of ROS production^36^. In our case however we see a decrease in membrane potential in treated cells correlated with an increase in mtROS production. We suspect the cells with inhibited Orai channels are undergoing mtETC uncoupling. In these cases, mitochondrial ETC uncoupling, especially in the impairment of ADP-coupled oxidative phosphorylation, will lead to an increase in ROS production primarily due to a defect in the cellular antioxidant system^23^, supported by our data demonstrating supplementation of antioxidants correlates with increased ILC2 proliferation and cytokine production. The ETC uncoupling is confirmed by the increased NADH/NAD+ ratio in conjunction with the decreased ATP production in cells treated with the inhibitor, as mtETC uncoupling leads to the cell focusing on the generation of ROS rather than the maintenance of ATP production^37^. What remains unclear however is where specifically in the pathway the inhibition of Ca^2+^ flux is acting to induce such uncoupling. One option is that the inhibition of the Ca^2+^ flux itself results in defects in the antioxidant system, subsequently leading to an uncontrolled rise in ROS production. Excessive ROS has been linked to mitochondrial DNA damage, similar to that seen in our RNA-seq data, and defects in the complexes can lead to an uncoupling of the mtETC^38^. An alternative option is that the Orai inhibition is acting directly to downregulate the mtETC genes, resulting in defects in the chain. Defects could lead to a lower membrane potential as well as the uncoupling of the ETC, resulting to higher ROS levels that overwhelm the antioxidant system. Regardless, excessive ROS has been well linked to insufficient ATP production, impairment of the mitochondria, DNA damage and eventually cell death^39^. Though the details of how mtROS interferes with gene transcription is still being investigated, mitochondrial (mt)DNA and mitochondrial reactive oxygen species (mtROS) have been shown to be linked to cascades of activation and inhibition transcription factors, including the CRAC-associated NFAT and inflammasome NLRP3, providing further evidence that metabolism and immune responses are intimately dependent on one another^21^.

In summary, in this report we reveal a previously unrecognized immunoregulatory role for inhibition of Orai channels on ILC2s in the context of murine and humanized mouse AHR development. Our results suggest a crucial role for Orai channels in the functional mitochondrial electron transport chain and subsequent proinflammatory effector function. Further investigation into the signaling pathways of how this defect affects cytokine production are warranted, as mitochondrial control of nuclear genes is largely unknown. However, findings from this study could lead to identification of therapeutic targets that can be pharmacologically manipulated to specifically modulate ILC2s for the treatment of asthma. More broadly, this study provides a unique paradigm for metabolically manipulating other complex cells as well. ILC2s are well established to be present in mucosal tissue and their overproduction of proinflammatory cytokines has been linked to a significant variety of autoimmune disease and disorders^4^. The results of our studies will therefore have potential implications in other diseases involving ILC2s, including allergic diseases such as atopic dermatitis, allergic rhinitis and inflammatory bowel disease.

## Methods

### Mouse experiments

Experimental protocols were approved by the USC institutional Animal Care and Use Committee (IACUC) and conducted in accordance with the USC Department of Animal Resources’ guidelines. Age (5–8 weeks) and sex matched mice were used in the studies. BALB/cByJ, and Rag2^−/−^ γc^−/−^(C;129S4-Rag2tm1.1Flv Il2rgtm1.1Flv/J) mice on a BALB/c background were bred in the animal facility at the Keck School of Medicine, University of Southern California (USC), and maintained at a macroenvironmental temperature of 21–21–22 °C, humidity (48–52%), in a conventional 12:12 light/dark cycle with lights on at 6:00 a.m. and off at 6:00 p.m. Orai1-deficient mice have been previously described^40^. Orai2-deficient mice were generated using CRISPR/Cas9-mediated recombination. Four sgRNAs targeting exon 2 (the first coding exon) of the mouse *Orai2* gene were designed and examined for recombination in situ, of which two sgRNAs were chosen for injection (PNABio Inc.). The following sgRNA sequences were used: sgRNA1: 5′ *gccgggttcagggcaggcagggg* 3′ and sgRNA2: 5′ *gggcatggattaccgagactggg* 3′. Purified sgRNAs together with Cas9 mRNA were injected into day 0.5 single-cell embryos from Orai1^fl/fl^ mice and transferred into the oviducts of pseudopregnant recipient mice (Genome modification facility, University of Southern California). The resulting pups were screened by PCR to identify those that had successful deletion of 43 nucleotides between the two sgRNA sequences and validated by sequencing (Figure S1). The mice with desired deletion were bred to Tg(*UBC-Cre/ERT2*) mice (The Jackson Laboratory stock no. 007001) to generate *Orai1*^*fl/fl*^; *Orai2*^*−/−*^; *UBC-Cre/ERT2* mice.

### Flow cytometry

The following murine antibodies were used: anti-mouse FITC CD3e (145-2C11), CD5 (53-7.3), TCRβ (H57-597), CD45R (RA3-6B2), Gr-1 (RB6-8C5), CD11c (N418), CD11b (M1/70), Ter119 (TER-119), FcεRIα (MAR-1), TCRγδ (eBioGL3), CD335 (29A1.4), PE-Cy7 anti-mouse CD127 (A7R34), APCCy7 anti-mouse CD45 (30-F11), PECy7 anti-mouse CD45 (30-F11), APCCy7 anti-mouse CD11c (N418), were purchased from BioLegend. PE anti-mouse SiglecF (E50-2440) was purchased from BD Biosciences. PerCP-eFluor710 anti-mouse ST2 (RMST2-2), eFluor450 anti-mouse CD11b (M1/70) were purchased from ThermoFisher. Rabbit anti-mouse anti-human Orai1 and Orai2 antibodies were purchased from Novus Biologicals. Secondary antibody Alexa Fluor 647 goat anti-rabbit wass purchased from Jackson ImmunoResearch Laboratories. Intranuclear staining was performed using the Foxp3 Transcription Factor Staining Kit (Thermofisher) per the manufacturer’s instructions. APC anti-mouse Ki67 (SolA15, Thermofisher) was used. Intracellular staining was performed using the BD Biosciences Cytofix/Cytoperm kit. When indicated, cells were stimulated in vitro for 4 h with 50 µg/mL PMA, 500 µg/mL ionomycin (both Sigma) and 1 µg/mL Golgi plug (BD Biosciences) before cytokine assessment. APC anti-mouse IL-13 (85BRD, Thermofisher), PE anti-mouse IL-5 (TRFK5, BioLegend) were used. All antibodies listed above were used at a 1:300 dilution, except the intracellular antibodies at 1:100. Live/dead fixable violet cell stain kit was used to exclude dead cells (Thermofisher) and CountBright absolute counting beads (Thermofisher) to calculate absolute cell numbers when indicated. For analysis of the mitochondria, cells were stained with 40 nM MitoTracker Green or Red (Life Technologies) for 20 min or MitoSox Red (Life Technologies) for 10 min, respectively, at 37 °C. For glucose uptake measurements, cells were incubated in media containing 50 μg/ml 2-NBDG (Thermo Fisher Scientific) for 20 min at 37 °C after surface antibody staining. To measure lipid droplet quantification, cells were incubated in media containing 1000 ng/ml Bodipy or Bodipy FL C16 (Thermo Fisher Scientific) at 37 °C for 30 min. Stained cells were analyzed on FACSCanto II and/or FACSARIA III systems and the data was analyzed with FlowJo version 10 software.

### Murine ILC2 and in vitro culture

Murine ILC2s were FACS-sorted to a purity of >95% on a FACSARIA III system. Isolated ILC2s were cultured at 37 °C (5–7 × 10^4^/mL) for 24 h as indicated with N-{2,2,2-trichloro-1-[(naphthalen-2-yl)amino]ethyl}furan-2-carboxamide (5D solubilized in DMSO, purchased from Asinex) and rmIL-2 (10 ng/mL), rmIL-7 (10 ng/mL) survival cytokines. After 24 h, +/−rmIL-33 (10 ng/ml) was added for an additional 48 h in complete RPMI (cRPMI). For cRPMI, RPMI (Gibco) was supplemented with 10% heat-inactivated FBS (Omega Scientific), 100 units/mL penicillin and 100 mg/mL streptomycin (GenClone). In the indicated experiments, N-Acetyl-L-cysteine (NAC, 10 μM, Sigma) was included in the culture.

### Human ILC2 isolation and in vitro culture

Experimental protocols were approved by the USC Institutional Review Board (IRB) and conducted in accordance with the principles of the Declaration of Helsinki. Human blood ILC2s were isolated from total peripheral blood mononuclear cells (PBMCs) to a purity of >95% on a FACSARIA III system. A total of 14 healthy volunteers (7 males, 7 females) with written consent participated in the study, aged 18–70, no compensation was provided. Briefly, human fresh blood was first diluted 1:1 in PBS 1X and transferred to SepMateTM-50 separation tubes (STEMCELL Technologies) filled with 12 mL Lymphoprep™. Samples were centrifuged for 10 min and PBMCs were collected. CRTH2^+^ cells were then isolated using the CRTH2 MicroBead Kit, used according to the manufacturer’s conditions. Samples were then stained and ILC2s were isolated based on the absence of common lineage markers (CD3, CD5, CD14, CD16, CD19, CD20, CD56, CD235a, CD1a, CD123), and the expression of CD45, CRTH2 and CD127. Isolated ILC2s were cultured at 37 °C (5 × 10^4^/mL) with recombinant human (rh)IL-2 (10 ng/mL) and rhIL-7 (10 ng/mL) in cRPMi.

### Culture measurements

Murine or human ILC2s were FACS-sorted and cultured in media containing survival cytokines and 5D when indicated for 24–48 h. The levels of cytokines present in culture supernatants were measured by customized 7-panel mouse Legendplex kit or human cytokine ELISA kits according to the manufacturer’s instructions (BioLegend). Supernatants were analyzed for L-lactate levels using the Glycolysis Cell-Based Assay Kit (Cayman Chemicals). Total cellular ROS was measured utilizing the Cellular Ros Assay kit (Red) from Abcam. NAD/NADH was measured by NAD/NADH Assay Kit (Colorimetric) also from Abcam according to the manufacturer’s protocol.

### Metabolic flux analysis

The real-time extracellular acidification rate and oxygen consumption rate (OCR) were measured with a Seahorse XF HS (Higher sensitivity) analyzer (Seahorse Bioscience, North Billerica, Mass). Briefly, 50,000 activated lung ILC2s were plated in Seahorse medium supplemented with 1 mmol/L pyruvate, 2 mmol/L glutamine, and 10 mmol/L glucose. The Mito Stress Test Kit (Agilent Technologies, San Diego Calif) with 1 mmol/L oligomycin, 4 mmol/L carbonyl cyanide-4-(trifluoromethoxy)phenylhydrazone (FCCP), and 0.5 mmol/L rotenone (Rot) and antimycin A was used, according to the manufacturer’s protocol. The Glycolysis Rate Assay with 0.5 μM rotenone (Rot) and antimycin A and 50 mM 2-deoxy-D-glucose was used, according to the manufacturer’s protocol.

### Calcium flux analysis

WT ILC2s were FACS-sorted and cultured in media containing survival cytokines for 24 h. Cells were then loaded with 100 μg/mL Fluo-8 AM for 30 min in calcium-free HBSS buffer. Cells were then pretreated for 15 min with 1 mM thapsigargin to passively deplete Ca^2+^ stores. SOCE was measured by exchanging the Ca^2+^-free HBSS with that containing 2 mM CaCl_2_, with the addition of 5D or the vehicle in the solution. Fluorescence was measured by flow cytometry.

### In vivo experiments and tissue preparation

For induction of lung inflammation, when indicated mice were challenged for 4 consecutive days with 100 μg *Alternaria alternata* extracts i.n. in 50 μl or PBS. A cohort was also given i.p. injections of 5D or vehicle. On day 5, AHR was measured and BAL was collected, as described below. The lungs were perfused with PBS and digested in Collagenase IV (400 U/mL, MP Biomedicals, LLC) for 1 h at 37 °C^41^. The lungs were then stained with antibodies to identify ILC2s. ILC2s were gated as lineage (CD3e, CD5, CD45R, Gr-1, CD11c, CD11b, Ter119, TCRγδ, TCRβ, CD335 and FCεRIα) negative, CD45^+^, ST2^+^, CD127^+^ cells. For the chronic model, mice were challenged for 3 consecutive days with 5 μg *Alternaria alternata* extracts i.n. in 50 μl. Mice were then challenged every Monday and Friday for the following three weeks. A cohort was also given i.p. injections of 5D or vehicle. On 26, AHR, BAL eosinophils and lung ILC2s were assessed.

### Adoptive transfer

Indicated populations of mouse or human ILC2s were isolated as above and cultured for 24 h with survival cytokines^42^. 5.0 × 10^4^ of the appropriate population of cells were transferred in PBS to Rag^−/−^γc^−/−^ mice by tail intravenous (i.v.). 24 h later, 0.5 μg rmIL-33 i.n. in 50 μL was given once a day for 3 days. A cohort was also given i.p. injections of 5D or vehicle. AHR was then measured on day 4. Alternatively, 100 μg *Alternaria Alternata* extracts i.n. in 50 μl was given once a day for 4 days. AHR was then measured on day 5.

### Measure of airway hyperreactivity

Lung function was evaluated by direct measurement of lung resistance using the FinePointe RC system (Buxco Research Systems, Wilmington, NC) under general ketamine and xylazine anesthesia^43^. AHR was measured by exposure to an aerosol containing increasing doses of Methacholine (Sigma), following a baseline measurement after the delivery of a PBS aerosol. Maximum lung resistance values were recorded during a 3-min period after each methacholine challenge.

### BAL collection

The trachea was cannulated, the lungs lavaged three times with 1.0 ml PBS and the collected fluid pooled^44^. Eosinophils were gated as CD45^+^ CD11c^-^ SiglecF^+^ single cells.

### RNA sequencing and data analysis

For each sample, a total of 10 pg of RNA was used to generate cDNA (SMARTer Ultra Low Input RNA v3 kit, Clontech) for library preparation. Samples were then amplified and sequenced on a NextSeq 500 system (Illumina) where on average 30 million reads were generated from each sample. Raw reads were then further processed on Partek Genomics Suite software, version 7.0; Partek Inc. Briefly, raw reads were aligned by STAR – 2.6.1d with mouse reference index mm10 and GENECODE M21 annotations. Aligned reads were further quantified and normalized using the upper quartile method and differential analysis by Gene Set Analysis (GSA). Transcripts showing an average normalized count below 1 were removed from the analysis, as were genes showing cumulative normalized counts below 10. Pathway analysis was performed by using Qiagen Ingenuity Pathway Analysis software. Single-cell RNA sequencing data was downloaded and reanalyzed as described previously^45^.

### Statistical analysis and figure design

Data presented in the Figures are from a single (non-pooled) representative experiment, with the appropriate sample size and number of repeats indicated in the legends. A two-tailed Student’s *t* test for unpaired data was applied for comparisons between two groups, except for multi-group comparisons where one-way analysis of variance tests were used. All tests were performed using Prism Software (GraphPad Software Inc.). ILC2 cell and mouse images on Figs. 2, 6 and 7 were designed with Servier Medical Art (https://smart.servier.com). Figure 5A was created with BioRender.com.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA-seq data from Fig. 3 have been deposited in the Genbank database under the GEO accession code GSE221009. Single-cell RNA sequencing data is found in the Genbank database under GEO accession code GSE102299. All data are included in the Supplemental Information. The raw numbers for charts and graphs are available in the Source data file whenever possible. Source data are provided with this paper.

## References

[1] Barlow JL (2013). IL-33 is more potent than IL-25 in provoking IL-13-producing nuocytes (type 2 innate lymphoid cells) and airway contraction. J. Allergy Clin. Immunol..

[2] Kim HY (2012). Innate lymphoid cells responding to IL-33 mediate airway hyperreactivity independently of adaptive immunity. J. Allergy Clin. Immunol..

[3] Mindt BC, Fritz JH, Duerr CU (2018). Group 2 innate lymphoid cells in pulmonary immunity and tissue homeostasis. Front. Immunol..

[4] Bartemes KR, Kita H (2021). Roles of innate lymphoid cells (ILCs) in allergic diseases: the 10-year anniversary for ILC2s. J. Allergy Clin. Immunol..

[5] McKenzie ANJ (2014). Type-2 innate lymphoid cells in asthma and allergy. Ann. Am. Thorac. Soc..

[6] Vaeth M, Kahlfuss S, Feske S (2020). CRAC channels and calcium signaling in T cell-mediated immunity. Trends Immunol..

[7] Clemens RA, Lowell CA (2019). CRAC channel regulation of innate immune cells in health and disease. Cell Calcium.

[8] Li, X. et al. CRAC channel controls the differentiation of pathogenic B cells in lupus nephritis. *Front. Immunol.***12**, 779560 (2021).10.3389/fimmu.2021.779560PMC856938834745151

[9] Lioudyno MI (2008). Orai1 and STIM1 move to the immunological synapse and are up-regulated during T cell activation. Proc. Natl Acad. Sci. USA.

[10] Feske S (2006). A mutation in Orai1 causes immune deficiency by abrogating CRAC channel function. Nature.

[11] Di Capite JL, Bates GJ, Parekh AB (2011). Mast cell CRAC channel as a novel therapeutic target in allergy. Curr. Opin. Allergy Clin. Immunol..

[12] Vaeth M (2017). ORAI2 modulates store-operated calcium entry and T cell-mediated immunity. Nat. Commun..

[13] Srikanth S, Gwack Y (2013). Orai1-NFAT signalling pathway triggered by T cell receptor stimulation. Mol. Cells.

[14] Wilhelm C (2016). Critical role of fatty acid metabolism in ILC2-mediated barrier protection during malnutrition and helminth infection. J. Exp. Med..

[15] Galle-Treger L (2020). Autophagy is critical for group 2 innate lymphoid cell metabolic homeostasis and effector function. J. Allergy Clin. Immunol..

[16] Howard E (2021). IL-10 production by ILC2s requires Blimp-1 and cMaf, modulates cellular metabolism, and ameliorates airway hyperreactivity. J. Allergy Clin. Immunol..

[17] Jadiya P (2019). Impaired mitochondrial calcium efflux contributes to disease progression in models of Alzheimer’s disease. Nat. Commun..

[18] Kaufmann U (2019). Calcium signaling controls pathogenic Th17 cell-mediated inflammation by regulating mitochondrial function. Cell Metab..

[19] Kim K-D (2014). Calcium signaling via Orai1 is essential for induction of the nuclear orphan receptor pathway to drive Th17 differentiation. J. Immunol..

[20] Ribas V, García-Ruiz C, Fernández-Checa JC (2016). Mitochondria, cholesterol and cancer cell metabolism. Clin. Transl. Med..

[21] Angajala A (2018). Diverse roles of mitochondria in immune responses: novel insights into immuno-metabolism. Front. Immunol..

[22] Berthiaume JM, Kurdys JG, Muntean DM, Rosca MG (2019). Mitochondrial NAD+/NADH redox state and diabetic cardiomyopathy. Antiox. Redox Signal..

[23] Li X (2013). Targeting mitochondrial reactive oxygen species as novel therapy for inflammatory diseases and cancers. J. Hematol. Oncol..

[24] Hurrell, B. P. et al. Distinct roles of LFA-1 and ICAM-1 on ILC2s control lung infiltration, effector functions, and development of airway hyperreactivity. *Front. Immunol*. **11**, 542818 (2020).10.3389/fimmu.2020.542818PMC766211433193309

[25] Shafiei-Jahani P (2021). CD200-CD200R immune checkpoint engagement regulates ILC2 effector function and ameliorates lung inflammation in asthma. Nat. Commun..

[26] Ingley E, Cutler RL, Fung M-C, Sanderson CJ, Young IG (1991). Production and purification of recombinant human interleukin-5 from yeast and baculovirus expression systems. Eur. J. Biochem..

[27] Tavernier J (1995). Identification of receptor-binding domains on human interleukin 5 and design of an interleukin 5-derived receptor antagonist. Proc. Natl Acad. Sci. USA.

[28] Holgate ST, Polosa R (2008). Treatment strategies for allergy and asthma. Nat. Rev. Immunol..

[29] Duffy SM (2004). The K+ channel iKCA1 potentiates Ca^2+^ influx and degranulation in human lung mast cells. J. Allergy Clin.l Immunol..

[30] Cruse G, Duffy SM, Brightling CE, Bradding P (2006). Functional KCa3.1 K+ channels are required for human lung mast cell migration. Thorax.

[31] Olyaei AJ, de Mattos AM, Bennett WM (2001). Nephrotoxicity of immunosuppressive drugs: new insight and preventive strategies. Curr. Opin. Crit. Care.

[32] Naesens M, Kuypers DRJ, Sarwal M (2009). Calcineurin inhibitor nephrotoxicity. Clin. J. Am. Soc. Nephrol..

[33] Grimes D (2020). ORAI1 and ORAI2 modulate murine neutrophil calcium signaling, cellular activation, and host defense. PNAS.

[34] DebRoy A (2014). Cooperative signaling via transcription factors NF-κB and AP1/c-Fos mediates endothelial cell STIM1 expression and hyperpermeability in response to endotoxin. J. Biol. Chem..

[35] Marcu R, Wiczer BM, Neeley CK, Hawkins BJ (2014). Mitochondrial matrix Ca^2+^ accumulation regulates cytosolic NAD+/NADH metabolism, protein acetylation, and sirtuin expression. Mol. Cell Biol..

[36] Ballinger SW (2005). Mitochondrial dysfunction in cardiovascular disease. Free Radic. Biol. Med..

[37] Vardhana SA (2020). Impaired mitochondrial oxidative phosphorylation limits the self-renewal of T cells exposed to persistent antigen. Nat. Immunol..

[38] Tan AS, Baty JW, Berridge MV (2014). The role of mitochondrial electron transport in tumorigenesis and metastasis. Biochim. Biophys. Acta BBA - Gen. Subjects.

[39] Orrenius S, Gogvadze V, Zhivotovsky B (2007). Mitochondrial oxidative stress: implications for cell death. Ann. Rev. Pharmacol. Toxicol..

[40] Srikanth S (2019). The Ca^2+^ sensor STIM1 regulates the type I interferon response by retaining the signaling adaptor STING at the endoplasmic reticulum. Nat. Immunol..

[41] Akbari O (2008). ICOS/ICOSL interaction is required for CD4+ invariant NKT cell function and homeostatic survival. J. Immunol..

[42] Rigas D (2017). Type 2 innate lymphoid cell suppression by regulatory T cells attenuates airway hyperreactivity and requires inducible T-cell costimulator-inducible T-cell costimulator ligand interaction. J. Allergy Immunol..

[43] Helou DG (2020). PD-1 pathway regulates ILC2 metabolism and PD-1 agonist treatment ameliorates airway hyperreactivity. Nat. Commun..

[44] Galle-Treger L (2016). Nicotinic acetylcholine receptor agonist attenuates ILC2-dependent airway hyperreactivity. Nat. Commun..

[45] Wallrapp A (2017). The neuropeptide NMU amplifies ILC2-driven allergic lung inflammation. Nature.

# Supplementary material for: Orai inhibition modulates pulmonary ILC2 metabolism and alleviates airway hyperreactivity in murine and humanized models
**Source:** Nat Commun. 2023 Sep 26;14:5989. doi: 10.1038/s41467-023-41065-4
**Supplement:** Supplementary file 1 — Supplementary Information

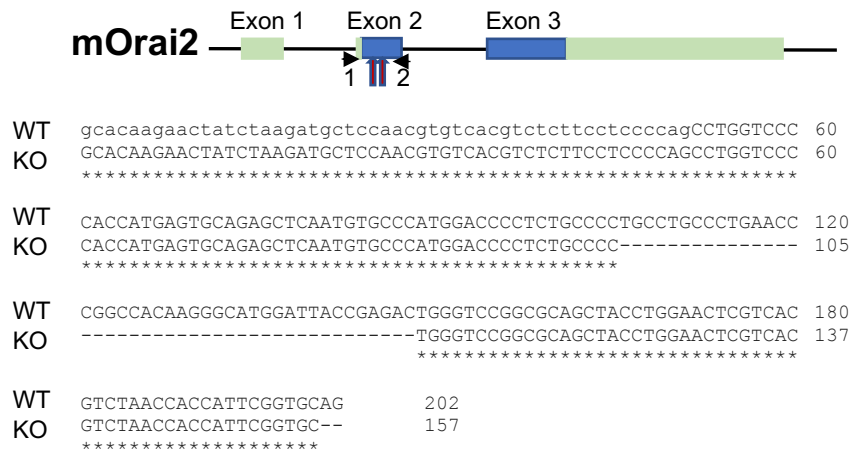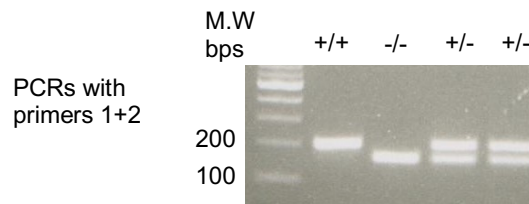

**Figure S1. Targeting strategy for murine *Orai2* gene.** Mouse *Orai2* gene comprises of 3 exons, with Exon 2 encoding translational start codon. Two gRNAs targeting exon 2 (shown as arrows) were used to excise a 43 bp fragment (seen in the sequencing results below), resulting in a change in reading frame. PCR using indicated primers (1 and 2) allows for distinguishing between WT, heterozygous and knockout animals as shown at the bottom.

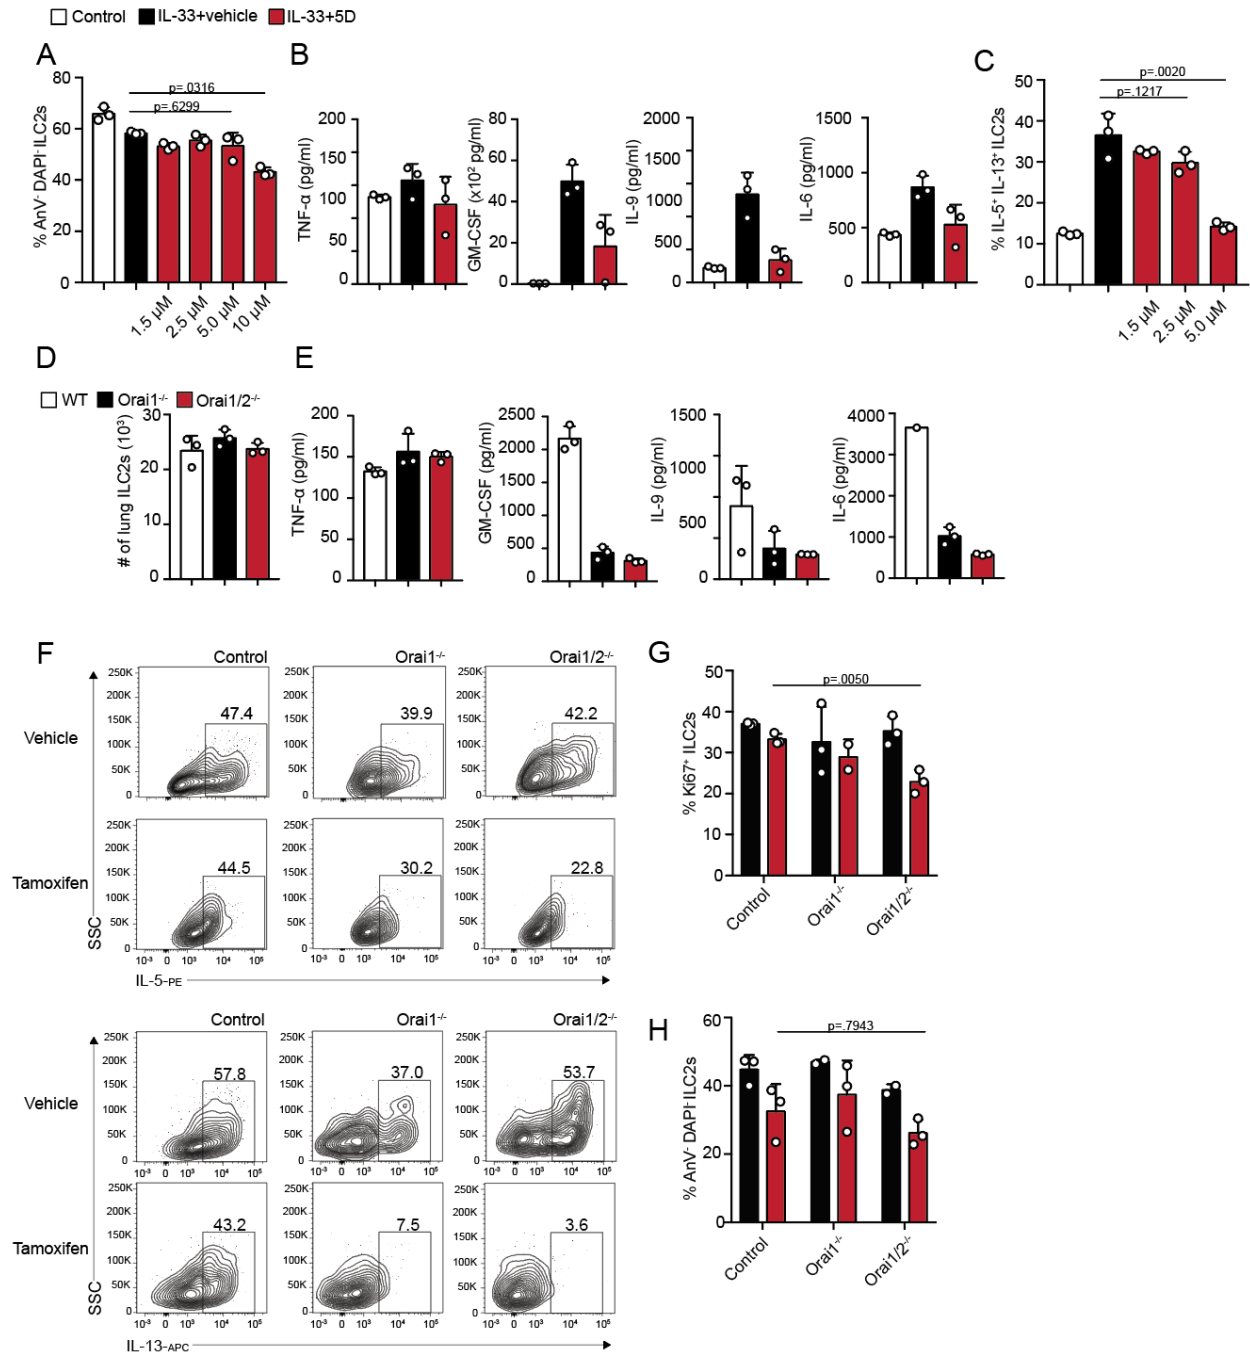

**Figure S2. Pulmonary ILC2 effector function is dependent on Orai1 and Orai2.** (A) Live ILC2s measured by Annexin V and DAPI via flow cytometry after varying doses of 5D. (B) Additional cytokines secreted in the supernatant of ILC2s cultured with and without 5D after 48 hours measure by Legendplex. (C) IL-5<sup>+</sup> IL-13<sup>+</sup> ILC2s after culture with varying doses of compound 5D. (D) Number of pulmonary ILC2s isolated from naïve wild-type (WT), *Orai1*<sup>-/-</sup> and *Orai1/2*<sup>-/-</sup> mice. (E) Additional cytokines secreted in the supernatant of ILC2s from indicated mice after 48 hours measure by Legendplex. (F) Representative flow cytometry plots demonstrating IL-5 and IL-13 production intracellularly in WT, *Orai1*<sup>-/-</sup> and *Orai1/2*<sup>-/-</sup> mice. (G) Proliferation of ILC2s measured by Ki67 via flow cytometry in WT, *Orai1*<sup>-/-</sup> and *Orai1/2*<sup>-/-</sup> mice. (H) Live ILC2s measured by Annexin V and DAPI via flow cytometry in WT, *Orai1*<sup>-/-</sup> and *Orai1/2*<sup>-/-</sup> mice. Data are representative of two independent experiments and are presented as means  $\pm$  SEM. Source data are provided as a Source Data file. A two-tailed Student's *t* test for unpaired data was applied for comparisons between two groups, except for multi-group comparisons where Tukey's multiple comparison one-way ANOVA tests were used.

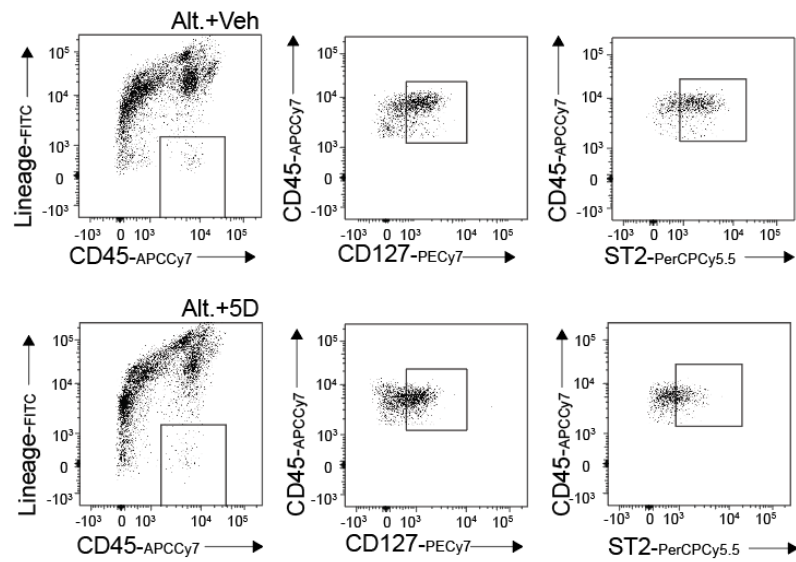

**Figure S3. Inhibition of Orai channels in pulmonary ILC2s significantly downregulates development of airway inflammation. (A)** Full gating strategy of ILC2s in WT mice with and without compound 5D via flow cytometry.

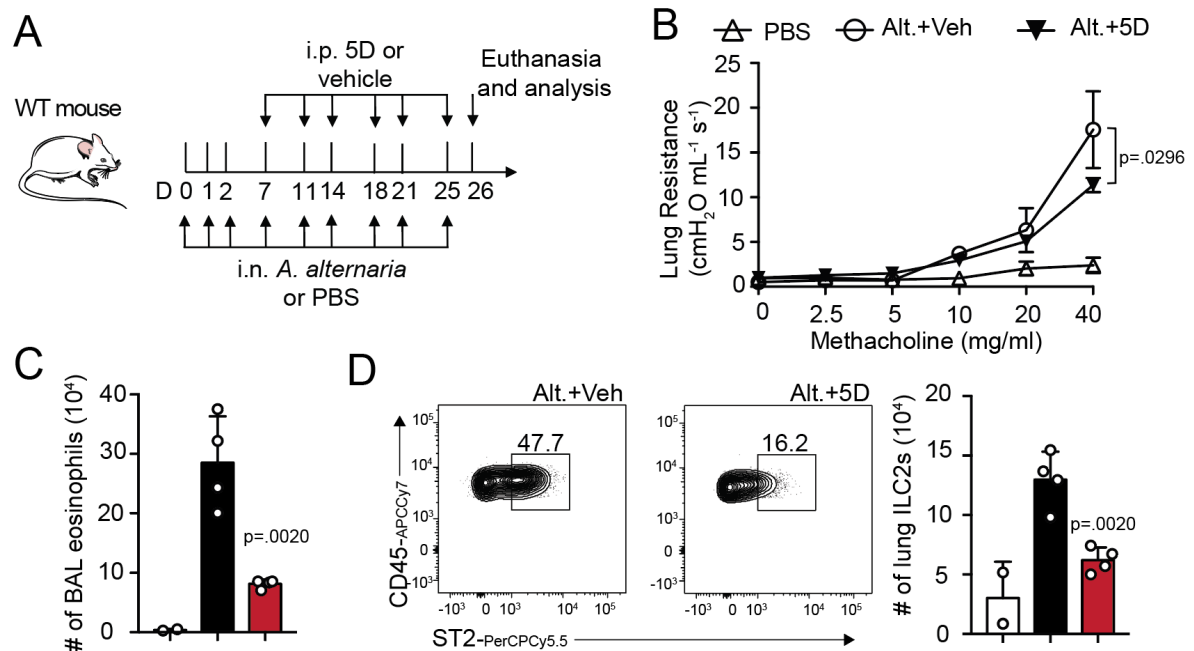

**Figure S4. Inhibition of Orai channels in pulmonary ILC2s significantly downregulates development of airway inflammation.** (A) A cohort of BALB/cBYJ mice were challenged intranasally with *Alternaria alternata* (*A. alternata*) or PBS for three consecutive days the first week of the model. They were then challenged every Monday and Friday for the next three following weeks. Mice were also given injections of 5D or vehicle. On day 26, AHR (B) was assessed. Additionally total number of eosinophils in the BAL (C), and number of lung ILC2s (D) is presented as mean numbers  $\pm$  SEM.  $n = 4$  biologically independent mice. Data are representative of two independent experiments and are presented as means  $\pm$  SEM. Source data are provided as a Source Data file. A two-tailed Student's *t* test for unpaired data was applied for comparisons between two groups, except for multi-group comparisons where Tukey's multiple comparison one-way ANOVA tests were used. Mouse image provided with permission from Servier Medical Art.

# Supplementary material for: Orai inhibition modulates pulmonary ILC2 metabolism and alleviates airway hyperreactivity in murine and humanized models
**Source:** Nat Commun. 2023 Sep 26;14:5989. doi: 10.1038/s41467-023-41065-4
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection BD FACSDiva software v8.0.1 was used for flow cytometry data acquisition.

Data analysis Partek Genomics Suite software 7.0, Flowjo software (TreeStar) version 9, GraphpadPrism software v8, Seahorse data analytics (<https://seahorseanalytics.agilent.com>), STAR - 2.6.1d.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq data from Figure3 have been deposited in the Genbank database under the GEO accession code GSE221009, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221009>.

Single-cell RNA sequencing data is found in the Genbank database under GEO accession code GSE102299, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE102299>. All data are included in the Supplemental Information. The raw numbers for charts and graphs are available in the Source Data file whenever possible. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

|                             |                                                                                                                                                 |
|-----------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | NA                                                                                                                                              |
| Population characteristics  | NA                                                                                                                                              |
| Recruitment                 | A total of 14 healthy volunteers (7 males, 7 females) with written consent participated in the study, aged 18-70, no compensation was provided. |
| Ethics oversight            | NA                                                                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We used ANOVA to calculate the sample size with the assumption of power of 80%, effect size of ~50 and alpha less than 0.05.                                                                              |
| Data exclusions | No animals or samples were excluded. There was no anticipation of excluding animals once they underwent the                                                                                               |
| Replication     | experiments. All attempts at replication were successful, experiments were repeated 2 to 3 times.                                                                                                         |
| Randomization   | Age-matched female mice were randomly allocated to experimental groups. Randomization process consisted of pooling all the mice in a large cage and random picking out allocating to experimental groups. |
| Blinding        | Investigators were blinded to group allocation during data collection and analysis except for flow cytometry as the design and conditions prevent possible sources of bias.                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | PECy7 anti-mouse CD45 (30-F11, #103114), APCy7 anti-mouse CD45 (30-F11, #103116), FITC anti-mouse CD3 (17A2, #100204), APCy7 anti-mouse CD11c (N418, #117324), PerCPy5.5 anti-mouse CD11c (N418, #117328), APC anti-mouse CD170 (SiglecF, S17007L, #155507), FITC anti-mouse CD19 (6D5, #115506), APC anti-mouse Gr-1 (RB6-8C5, #108412), PE-Cy7 anti-mouse CD127 (A7R34, #135014), PE anti-mouse IL-5 (TRFK5, #504304), FITC anti-mouse CD5 (53-7.3, #100606), FITC anti-mouse TCR (H57-597, #109206), FITC anti-mouse CD45R (RA3-6B2, #103206), FITC anti-mouse Gr-1 (RB6-8C5, #108406), FITC anti-mouse CD11c (N418, #117306), FITC anti-mouse CD11b (M1/70, #101206), FITC anti-mouse Ter119 (TER-119, #116206), FITC anti-mouse FcR1 (MAR-1, #134306), FITC anti-mouse TCR (eBioGL3, #107504), FITC anti-mouse CD335 (29A1.4, #137606) all from Biolegend. PE anti-mouse CD170 (SiglecF, E50-2440, #552126) from BD Biosciences and eFluor450 anti-mouse CD11b (M1/70, #48-0112-82), PerCP-eFluor710 anti-mouse ST2 (RMST2-2, #46-9335-82) APC anti-mouse Ki67 (SolA15, #17-5698-82), APC anti-mouse IL-13 (85BRD, 17-7136-42) from ThermoFisher. All antibodies listed above were used at a 1:300 dilution, except the intracellular antibodies at 1:100. Rabbit Polyclonal ORAI2 (#NBP2-76955) and rabbit polyclonal ORAI1 (#NBP1-77283) were purchased from Novus Biologicals and used at a 1:100 dilution. Alexa Fluor 647 goat anti-rabbit (#111-606-047) was purchased from Jackson ImmunoResearch Laboratories and used at a 1:100 dilution. |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Validation

All antibodies are from commercial source and have been validated by the vendors and their validation data are available on the manufacturers' websites. Specifically, each antibody was validated by flow cytometry using either a cell line with high specific antigen expression or with primary cells isolated from the mouse that express the relevant antigen.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Five-to-eight week old female mice were used in this study. Wild type (WT) BALB/cByJ (stock #001026) and Rag2<sup>-/-</sup> gc<sup>-/-</sup> (C:129S4-Rag2tm1.1Flv Il2rgtm1.1Flv/J, stock # 014593) were purchased from the Jackson Laboratories (Ann Harbor, ME). Orai1-deficient mice have been previously reported and CRISPR/Cas9 was used to delete Orai2 gene to create Orai1/2 mice. Crossed mice were genotyped following protocol detailed in the original publication describing Orai1 mice. All mice were bred separately in specific pathogen- free conditions in the mouse facility at the Keck School of Medicine, University of Southern California (USC) and maintained at a macroenvironmental temperature of 21–22°C, humidity (48–52%), in a conventional 12:12 light/dark cycle with lights on at 6:00 a.m. and off at 6:00 p

## Wild animals

No wild animals were used in this study

## Reporting on sex

Females were used as males housed in cages engage in frequent fighting which brings bias to the immunological readout upon study completion.

## Field-collected samples

No field-collected samples were used in this study.

## Ethics oversight

All mice were maintained and bred in a pathogen free mouse colony at the Keck School of Medicine, University of Southern California under protocols approved by the Institutional Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Sample preparation

Lungs were perfused with ice cold PBS through the left ventricle of the heart, digested with 400KU/ml Collagenase IV (Worthington) for one hour at 37 C, minced through a 70µ m cell strainer and red blood cells lysed. Single cell suspensions were then used for the selected readouts.

## Instrument

FACSCanto II and/or FACSARIA III

## Software

FACSDiva version 8.0.1

## Cell population abundance

10000-100000 ILC2S were sorted per mouse. Purity was assessed by analyzing sorted cells for the same markers used for sorting. Purity was always over 90%.

## Gating strategy

ILC2s; lineage-CD45+CD127+ST2+

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

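RNA was measured in lung ILC2s of BALB/c mice that were activated ex vivo with IL-33 and cultured with vehicle or with compound 5D, with 2 libraries per group. The authors made the libraries with a low-input cDNA kit, sequenced them on a NextSeq 500 system, and aligned and quantified the reads in Partek Genomics Suite 7.0, with STAR as aligner, against the mouse genome mm10 and the GENCODE M21 annotation. The authors deposited estimated counts per gene before normalization, in a table of 22554 genes with 4 columns of values. The analysis was planned for whole-number counts, and since many values were not whole they were rounded first. Of the genes, 406 had 0 counts in all 4 libraries. A spreadsheet had turned 21 gene names into dates, of which 19 were recovered by their positions. Symbols of 22096 genes matched the GENCODE M21 copy used here, and 21929 had equal positions. Coordinates are from that annotation on mm10. The total counts were 23239853 and 20096555 with vehicle and 26912708 and 28697265 with 5D.

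Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Normalization factors were taken by the upper quartile over all genes. Genes with a mean normalized count of at least 1 and a summed normalized count of at least 10 were kept, which gave 17650 tested genes and left out 4904. The main test was edgeR's quasi-likelihood test of 5D against vehicle with no covariates, two-sided, with Benjamini-Hochberg adjustment over the genes tested. Gene Set Analysis in Partek, which the authors used, was not run here. Because the paper's text and its legend give different thresholds, genes were counted at an adjusted p-value under 0.05, at an unadjusted p-value under 0.05 with a fold change of at least 2, and at an adjusted p-value under 0.05 with a fold change of at least 2. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. A gene with at most 3 counts in both libraries of a group was given a lower bound against that floor in place of a fold change.

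Lists of cholesterol biosynthesis, glycolysis, fatty acid oxidation, Th2 pathway, mitochondrially encoded protein, nuclear electron transport chain and cell cycle genes were fixed before the data were examined. So were lists of antioxidant genes, the integrated stress response, NFAT and calcium-induced genes, SREBP targets outside cholesterol synthesis, mitochondrial ribosome and mtDNA expression genes, and markers of other cell types. Lists of HIF targets outside glycolysis and of further aryl hydrocarbon receptor targets were added after seeing the data. Sets were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted within each family of lists. Shares of genes lower at an unadjusted p-value were tested with a one-sided Fisher's exact test against the other tested genes. The genes named are those that the paper names or shows for this experiment, those of a fixed list with an adjusted p-value under 0.05, and the 5 higher and 5 lower genes with the smallest p-values among those changed at least 2-fold with both libraries of a group above both of the other. Other genes are said to have been chosen after their values were seen. Single values of some genes are not reported here.

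The alternatives were TMM normalization, DESeq2's size factors, leaving out mitochondrially encoded genes, DESeq2's Wald test, limma-voom, no filter, edgeR's filterByExpr, the replicate number as a block, no fold threshold, the other set tests, CPM of the library total or after TMM for the levels of Orai1, Orai2 and Orai3, and leaving out each library in turn, which leaves a group with 1 library and so gives values without a test. Chosen after seeing the data were the upper quartile recomputed after the filter, libraries thinned to the smallest total, offsets from a loess fit with a span of 0.5 on GC content and gene length, the added lists, and the adjusted p-value with a 2-fold change. Near-identical genes were searched with BLAST 2.17.0 for stretches of at least 150 nt at 95% identity. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

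The code was tested on simulated data. Of 17650 genes with 200 changed, 166 changed genes were called, which is 83%, and of the genes changed 3-fold 95.8% were called, with 2 unchanged genes called. The changed genes were drawn only from genes with higher mean counts, so these rates do not hold for genes with few counts. A list of 20 genes with higher mean counts, shifted by -0.25, was returned with a median log2 fold change of -0.26. With 2 libraries per group the exact permutation test of a gene cannot go below 0.333, so no test by relabelling the libraries was made.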

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

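The tests of antioxidant genes, of RNA from epithelial and from endothelial cells, and of fold changes at equal depth were chosen only after the result was seen. The list of further targets, the GC content and gene length offsets and the thinning of libraries were chosen after seeing the data.

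Among genes that the paper does not discuss, 5 were higher in 5D-treated ILC2s than in the vehicle libraries at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change was 2.21 for Cyp1a1, 1.15 for Cyp1b1, 0.97 for Pla2g7, 0.50 for Tiparp and 0.44 for Calcrl, and both 5D libraries lay above both vehicle libraries for each. Their adjusted p-values were 0.00179, 0.0265, 0.0240, 0.0190 and 0.0299. In a single set of libraries thinned to the smallest total they were 0.0104, 0.0820, 0.0648, 0.0564 and 0.0714. These were the highest of the alternatives other than 10 repeated draws of thinned libraries. Over those draws, 0 to 5 genes were higher at an adjusted p-value under 0.05, so Cyp1a1 did not pass in every draw. The log2 fold change of Cyp1a1 was 1.85 without vehicle replicate 2 and 2.74 without vehicle replicate 1. Exons of Pla2g7 and Tiparp overlap other genes. Cyp1a1, Cyp1b1 and Tiparp are targets of the aryl hydrocarbon receptor, and so is Ahrr, named after its values were seen, with a log2 fold change of 0.58 (adjusted p = 0.0878 from edgeR).

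For these 4 target genes, RNA from epithelial cells was tested with Sftpc, Sftpa1, Sftpb and Scgb1a1, transcripts abundant in such cells. The highest count of any of them in a 5D library was 4, against 1445 and 1606 counts of Cyp1a1. This argues against RNA from cells that make these 4 transcripts. Epcam, a marker of the epithelial list fixed beforehand, had a mean of 26.2 normalized CPM, so other epithelial cells are not excluded. GC content and gene length were tested with offsets. These left 3 of the 4 genes at an adjusted p-value under 0.05, as many as without them, which argues against such a trend as the whole cause. Library depth was tested in 10 draws of thinned libraries. All 4 genes stayed within their standard error of the fold change at full depth in each draw. Thinning keeps the expected share of each gene in its library, so this outcome cannot decide on depth. The number of the 4 past an adjusted p-value under 0.05 was between 0 and 3 with a median of 1, and since thinning also lowers the power of the test, this number alone leaves the effect of library depth open.

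Activation of the aryl hydrocarbon receptor by 5D treatment is a candidate explanation, as a hypothesis. Of 12 further targets 8 were tested, with a median log2 fold change of -0.093 and 5 lower (camera, adjusted p = 0.539). Of them 0 were lower and 0 higher at an unadjusted p-value under 0.05. The median was -0.31 without vehicle replicate 1, 0.058 without vehicle replicate 2, 0.029 without 5D replicate 1 and -0.035 without 5D replicate 2. Members that go both ways keep this explanation open. An oxidative stress response was tested with 26 antioxidant genes, whose median log2 fold change was 0.019, with 10 genes lower (camera, adjusted p = 0.185). At an unadjusted p-value under 0.05, 0 were lower and 3 higher, 2 passed when adjusted over the list alone and 0 over all genes tested. The median was -0.012 without vehicle replicate 1, and 0.033 and 0.035 without vehicle replicate 2 and 5D replicate 1. Nqo1, a gene of this list named after its values were seen, had a log2 fold change of 0.29 (adjusted p = 0.0878 from edgeR). This response stays open as well. RNA from endothelial cells cannot be told apart from a change within the ILC2s, because only 1 of 3 markers, Pecam1, was tested, at 20.2 normalized CPM and with a log2 fold change of -0.34.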

How the results depend on the processing

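The upper quartile after the filter, the thinned libraries, the GC content and length offsets, the lists of HIF and further aryl hydrocarbon receptor targets and the adjusted p-value with a 2-fold change were chosen after seeing the data. The cause of the changes was not tested except where stated.

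At an adjusted p-value under 0.05, 5 genes were higher and 12 lower. DESeq2's Wald test gave 17 and 43, which include all 5 higher and 10 of the 12 lower genes. The counts were 9 and 23 with limma-voom, 11 and 35 without a filter, 19 lower with filterByExpr, and 1 and 1 in the thinned libraries. Over 10 draws of thinned libraries they ranged from 0 to 5 higher and from 1 to 12 lower. With TMM normalization and with DESeq2's size factors they were 5 and 12. At an unadjusted p-value with a 2-fold change, 166 were higher and 191 lower, against 70 and 82 with DESeq2, 88 and 102 with filterByExpr, which tests 14458 genes and so leaves out many at low counts, and 618 and 678 with no fold threshold. At an adjusted p-value with a 2-fold change, 2 were higher and 1 lower. The lower count was 0 with DESeq2, whose adjusted p-value for Il9 was not given, 5 without a filter, 0 in the thinned libraries and 0 with GC content and length offsets, and the higher count was 1 in the thinned libraries.

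With the replicate number as a block, 9 genes were higher and 32 lower at an adjusted p-value under 0.05. The pairing was checked by the correlation of the deviations of same-numbered libraries, which was 0.037 over 9147 genes, so same-numbered libraries did not deviate together.

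The calls by camera with a preset correlation on glycolysis (median -0.12), the Th2 pathway (-0.083), the mitochondrially encoded genes (-0.28), the cell cycle (0.029), SREBP targets (-0.15) and HIF targets (-0.10) did not hold under fry or with an estimated correlation, and that on cholesterol biosynthesis (-0.18) held under fry only. These tests leave the medians as they are. The median of the nuclear electron transport chain genes turned to 0.0056 with TMM normalization and to 0.0036 with GC content and length offsets, that of the further aryl hydrocarbon receptor targets to 0.036 without a filter, and that of the integrated stress response to -0.0031 with the upper quartile after the filter. Across the 4 fits that each left out one library, the median ranged from -0.012 to 0.035 for antioxidant genes, from -0.18 to -0.10 for SREBP targets, from -0.048 to -0.0061 for mitochondrial ribosome genes, from -0.31 to 0.058 for the further aryl hydrocarbon receptor targets and from -0.32 to -0.22 for the mitochondrially encoded genes.

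With the upper quartile after the filter, the log2 fold change turned to -0.010 for Il2rg, -0.0093 for Il9r, -0.0039 for Il7r, -0.0050 for Gata3 and -0.0035 for Bcl11b. With GC content and length offsets it turned to -0.010 for Il2rg, -0.0081 for Il9r, -0.021 for Il7r, -0.0054 for Gata3 and 0.032 for mt-Atp8, and in the thinned libraries to -0.0057 for Il2rg and -0.0062 for Bcl11b. Over the 87 named genes, the alternatives set before the data were examined, with all libraries, left 541 values on their side of the threshold, with 48 stronger, 1 weaker and 3 moved. The added alternatives gave 225 unchanged in this sense, 19 weaker, 5 stronger and 12 of the other sign. Of 347 values with a library left out, 51 moved by more than the spread and 16 changed sign.

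The depth limits what can be said of genes with few counts. Of the 357 genes at an unadjusted p-value with a 2-fold change, 286 had a mean below 1 normalized CPM.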

Differences from the paper's values

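The paper's counts are 160 genes higher and 199 lower, 359 in all, and its legend defines differentially expressed genes by an adjusted p-value with a fold change of at least 2. With both conditions, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 2 genes higher and 1 lower, 3 in all. None of the alternatives set before the data were examined closed the gap. They gave 2 to 3 genes higher, 0 to 5 lower and 2 to 8 in all, the last without a filter. At an unadjusted p-value under 0.05 with a 2-fold change, which is the other reading of the threshold, 166 genes were higher and 191 lower, 357 in all. On that reading, TMM normalization, leaving out mitochondrially encoded genes, limma-voom, no filter and the replicate block also came within 1.5 times of the paper's counts, whereas DESeq2's Wald test, filterByExpr and no fold threshold did not.

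The paper's fold change is about -1.0 for Il2rg and about -1.0 for Il9r in Fig. 3C, read by eye, where the signed fold change was 1.00 for each here. Either value stands for almost no change, and since the log2 fold changes here were 0.0023 and 0.0037, the difference is in the sign alone. Among the alternatives set before the data were examined, the log2 fold change of Il2rg was negative without vehicle replicate 2 (-0.0017) and without 5D replicate 1 (-0.023), that of Il9r was negative without vehicle replicate 1 (-0.057) and without 5D replicate 2 (-0.034), and the others kept the positive sign. The upper quartile after the filter and the GC content and length offsets, chosen after seeing the values, gave log2 fold changes of -0.010 and -0.010 for Il2rg and of -0.0093 and -0.0081 for Il9r, and the thinned libraries, chosen likewise, gave -0.0057 for Il2rg.

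Fig. 3C marks Stat3, Vav1 and Jak3 as significant, Fig. 3D marks Id2, and the paper counts Atp5g3 among the decreased genes of Fig. 5B. Their unadjusted p-values from edgeR's quasi-likelihood test, fitted over all genes, were 0.0530, 0.0549, 0.0753, 0.0770 and 0.0619. Among the alternatives set before the data were examined, limma-voom gave 0.0365 for Stat3, 0.0448 for Vav1, 0.0395 for Id2 and 0.0333 for Atp5g3, and the replicate block gave 0.0466 for Vav1 and 0.0240 for Id2. With the upper quartile after the filter, chosen after seeing the values, they were 0.0311, 0.0373, 0.0484, 0.0464 and 0.0356. The GC content and length offsets, chosen likewise, gave 0.0370 for Vav1 and 0.0194 for Id2, and the thinned libraries, chosen likewise, gave 0.0327 for Stat3 and 0.0335 for Vav1. Fig. 3E leaves Idh3b unmarked, and its unadjusted p-value was 0.0383 here. It was 0.0512 with DESeq2, and 0.0565 with GC content and length offsets and 0.0581 with the upper quartile after the filter, both chosen after seeing the values.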

Other observations

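The tests of shared copies and of nuclear respiratory chain genes, of the other cell cycle genes, of SREBP targets and of NFAT targets were chosen only after the result was seen. The GC content and length offsets, the thinning of libraries and the list of HIF targets were chosen after seeing the data.

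The median log2 fold change of the 13 mitochondrially encoded protein genes was -0.28. GC content and gene length were tested with offsets, which left the median at -0.19 (camera with the preset correlation, adjusted p = 1.89e-12). Without offsets, fry and camera with an estimated correlation gave adjusted p-values of 0.0501 and 0.0838, and neither was run with offsets. In 10 draws of thinned libraries the median was at most -0.27. Thinning keeps the expected share of each gene in its library, so these draws cannot decide on library depth. Reads shared with near-identical nuclear copies were tested with the 4 genes that have no such copy among annotated transcripts. Their median was -0.27 and the highest was -0.23 for mt-Atp8, which turned to 0.032 with the offsets. Exons of mt-Atp8 and mt-Nd6 overlap mt-Atp6 and mt-Nd5, which have a copy. Copies outside the annotation were not searched. The values with offsets and those of the genes without a copy argue against a GC content and length trend and against annotated copies as the whole cause. A fall of all respiratory chain transcripts was tested with the nuclear genes, of which 0 of 77 were at or below the mitochondrially encoded median, at log2 fold changes from -0.085 to 0.14, with 0 lower and 1 higher at an unadjusted p-value under 0.05. A lower expression of the mitochondrial genome in 5D-treated ILC2s may be a biological change, as a hypothesis found and tested on the same libraries. A difference in RNA or library quality between the groups was not tested. The paper reports a lower mitochondrial mass with 5D, which cannot be told apart from lower expression per mitochondrion here. Of 25 genes of the mitochondrial ribosome and mtDNA expression, 24 were tested and 17 were lower, with a median log2 fold change of -0.034 (camera, adjusted p = 0.313). The median was -0.0061 without vehicle replicate 1 and -0.021 without 5D replicate 2. Of these genes, 0 were lower and 0 higher at an unadjusted p-value under 0.05.

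Replicate variation with no change between groups was tested as the source of the 357 genes with an unadjusted p-value under 0.05 and a 2-fold change. Simulated unchanged libraries gave a mean of 271 such genes, which is 76.0% of the observed number, and 0 of 20 draws gave as many. Replicate variation of the spread that edgeR fitted is thus too small to be the whole source. A wider spread of single genes was not simulated, so replicate variation as such is not excluded. Which of the genes it covers cannot be read from these counts.

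Mki67 had a log2 fold change of -0.21. Fewer cycling cells were tested with the 36 other cell cycle genes, whose median was 0.033, with 27 higher and 9 lower, which argues against that explanation. With GC content and gene length offsets the log2 fold change of Mki67 was -0.205, which argues against such a trend as the whole cause. Without vehicle replicate 2 it was -0.12. A change of Mki67 apart from the cell cycle was not tested.

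The median log2 fold change was -0.12 for glycolysis and -0.18 for cholesterol biosynthesis. GC content and gene length offsets left them at -0.0998 and -0.177, which argues against these trends as the whole cause. Over the draws of thinned libraries the highest medians were -0.092 and -0.14. Thinning keeps the expected share of each gene in its library, so these draws cannot decide on library depth. Without 5D replicate 1, the median of cholesterol biosynthesis was -0.11. Lower HIF activity, as a hypothesis for glycolysis, was tested with HIF targets outside glycolysis. Of 24 genes 23 were tested and 19 were lower, with a median log2 fold change of -0.10 (camera, adjusted p = 0.0194), with 2 lower and 2 higher at an unadjusted p-value under 0.05 and 0 past it when adjusted over all genes. Lower SREBP activity, as a hypothesis for cholesterol biosynthesis, was tested with 19 of 20 SREBP targets outside cholesterol synthesis. Of these 16 were lower, with a median of -0.15 (camera, adjusted p = 2.71e-05), 7 were lower and 1 higher at an unadjusted p-value under 0.05, 4 passed when adjusted over the list alone and 0 over all genes tested. The median stays at -0.15 with the 1 gene at the floor in a group set to its bound. Both hypotheses had the values they needed by camera, yet fry gave adjusted p-values of 0.287 and 0.266 and an estimated correlation 0.463 and 0.319, so they may or may not hold beyond these libraries.

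Lower NFAT-driven transcription, as a hypothesis for the lower cytokine genes, was tested with 16 of 20 NFAT and calcium-induced genes. Their median log2 fold change was -0.10 with 9 lower (camera, adjusted p = 0.313), and at an unadjusted p-value under 0.05, 3 were lower and 2 higher. With members that go both ways, this explanation cannot be told apart from no change in NFAT activity. Of 23 genes of the integrated stress response, 11 were lower, with a median of 0.0098 (camera, adjusted p = 0.632). In this list 1 gene was lower and 2 higher at an unadjusted p-value under 0.05, 1 passed when adjusted over the list alone and 0 over all genes tested. Its median was -0.028 without vehicle replicate 2, 0.020 without vehicle replicate 1 and 0.021 without 5D replicate 1. Of the lists, Th2 pathway shares 2 genes with others, antioxidant genes 2, the integrated stress response 1, NFAT genes 2 and SREBP targets 1.

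Markers of other cell types were far below Gata3 (1095 normalized CPM with vehicle), but several were above Il9 (9.76 with vehicle). RNA from a small share of other cells is therefore not excluded. The highest mean normalized CPM was 22.7 for T cells (Cd3g), 15.5 for B cells (Cd79b), 16.3 for macrophages (Ctss), 0.194 for neutrophils (Ly6g), 2.56 for mast cells or basophils (Cpa3), 26.2 for epithelium (Epcam), 20.2 for endothelium (Pecam1), 4.18 for erythroid cells (Hba-a1) and 1.09 for NK cells (Prf1), while 0 of 4 fibroblast markers were tested. The median log2 fold changes of the tested markers in the same order were -0.023, -0.23, -0.33, 0.27, 0.67, -0.17, -0.34, -0.19 and -0.74, over 3, 3, 4, 1, 4, 2, 1, 2 and 1 genes.

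Normalized CPM of Orai1 was 47.4 ± 0.154 with vehicle and 49.0 ± 1.44 with 5D, that of Orai2 was 58.2 ± 3.00 and 61.8 ± 1.24, and that of Orai3 was 17.5 ± 1.15 and 15.7 ± 0.857 (SD, n = 2 each). Of the 17 genes with an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 are in the paper's panels. Among the lower genes outside them, chosen after their values were seen, Slc16a3, Slc7a8, Ahnak and Serpina3g had log2 fold changes of -0.45, -0.29, -0.39 and -0.37, with adjusted p-values from 0.0190 to 0.0253 but over 0.05 in the thinned libraries, and Serpina3g shares a near-identical stretch with Serpina3i. Gm29216, which shares one with mt-Co1, had a log2 fold change of -0.44.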
